# Transcriptomic analysis of pea plant responses to chitooligosaccharides’ treatment revealed stimulation of mitogen-activated protein kinase cascade

**DOI:** 10.3389/fpls.2023.1092013

**Published:** 2023-03-08

**Authors:** Polina Yu. Kozyulina, Olga A. Pavlova, Elizaveta S. Kantsurova (Rudaya), Andrey D. Bovin, Svetlana A. Shirobokova, Aleksandra V. Dolgikh, Alina M. Dymo, Elena A. Dolgikh

**Keywords:** RNAseq, chitooligosaccharides, signal transduction, MAP kinase signaling cascade, gene expression regulation, pea *Pisum sativum* L.

## Abstract

Since chitooligosaccharides (COs) are water-soluble, biodegradable and nontoxic compounds, their application may be considered as a promising plant-protecting agent. However, the molecular and cellular modes of action of COs are not yet understood. In this study, transcriptional changes in pea roots treated with COs were investigated *via* RNA sequencing. Pea roots treated with the deacetylated CO8-DA at low concentration (10^-5^ М) were harvested 24 h after treatment and their expression profiles were compared against medium-treated control plants. We observed 886 differentially expressed genes (fold change ≥ 1; p-value < 0.05) 24 h after treatment with CO8-DA. Gene Ontology term over-representation analysis allowed us to identify the molecular functions of the genes activated in response to CO8-DA treatment and their relation to biological processes. Our findings suggest that calcium signaling regulators and MAPK cascade play a key role in pea plant responses to treatment. Here we found two MAPKKKs, the PsMAPKKK5 and PsMAPKKK20, which might function redundantly in the CO8-DA-activated signaling pathway. In accordance with this suggestion, we showed that *PsMAPKKK* knockdown decreases resistance to pathogenic *Fusarium culmorum* fungi. Therefore, analysis showed that typical regulators of intracellular signal transduction pathways involved in triggering of plant responses *via* CERK1 receptors to chitin/COs in *Arabidopsis* and rice may also be recruited in legume pea plants.

## Introduction

The capacity of a plant to prevent pathogen attack can be defined by regulation of plant immunity. Plants have well-developed mechanisms regulating immunity and leading to activation of resistance to pathogens. These mechanisms are defined according to the pathogen molecules recognized by the plant. One of mechanism, known as microbe-associated molecular patterns (MAMPs)-triggered immunity (MTI), is based on the ability of plants to recognize MAMPs by cell surface transmembrane pattern recognition receptors (PRRs) (Zipfel, 2008; Dodds and Rathjen, 2010). Ligand perception by PRRs triggers intracellular signal transduction followed by plant defense responses activation and restriction of pathogen distribution. Despite the wide variety of MAMPs, plants demonstrate pretty similar responses to recognition of these diverse structures, based on activation of intracellular receptor-like cytoplasmic kinases and mitogen-activated protein kinases (MAPKs) triggering defense responses in the host. Among them, the MAPK cascade is highly conserved and involved in phosphorylation of various downstream protein targets, which leads to the activation of defense responses. In general, MAPK cascade consists of three protein kinases: a MAP kinase kinase kinase (MAPKKK), a MAP kinase kinase (MAPKK), and a MAP kinase (MAPK), which are involved in sequential activation by phosphorylation (Chen et al., 2021). In the model plant *Arabidopsis*, 21 MEKK1-type MAPKKKs, 10 MAPKKs and 20 MAPKs were identified (Ichimura et al., 2002).

To overcome the plant immune responses, pathogens produce a variety of effectors entering the host cells. The effectors are able to suppress plant immune response, targeting PRRs and downstream signaling regulators, allowing the pathogens to infect the plant (Ichimaru et al., 2022). In response plants have developed an effector-induced immune system referred to as effector-triggered immunity (ETI) (Dodds and Rathjen, 2010). The intracellular receptor proteins with nucleotide-binding and leucine rich domains (NBS-LRR or NLRs) were shown to be involved in the recognition of effectors and triggering plant resistance. In the absence of a specific NBS LRR to the effector, the plant became susceptible to microbial infection.

Derivatives of chitin and chitosan known as chitooligosaccharides (COs) are well-known MAMPs showing the ability to trigger resistance in plants by elicitation of defense responses. COs are defined as chitin or chitosan oligomers consisting of N-acetyl-D-glucosamine or D-glucosamine residues with a degree of polymerization less than 20 and molecular weight of up to 3900 Da (Jeon, 2001). Their application results in MTI-triggering resistance to a broad range of plant pathogens. These compounds act as plant-protecting agents and may be considered as safe and environmentally friendly agrochemicals. However, the influence of these compounds has been investigated mainly in model plants such as *Arabidopsis* and rice, while the mechanisms triggered by COs and operating in crop plants remain little studied.

Plants have a highly sensitive perception system for chitin, chitosan and COs as recent studies have shown (Kaku et al., 2006; Miya et al., 2007; Shimizu et al., 2010; Willmann et al., 2011; Liu et al., 2012; Cao et al., 2014; Shinya et al., 2014). These proteins belong to a specific class of PRRs receptors having Lysin motif (LysM) in extracellular domains. In *Arabidopsis* and rice, the Chitin Elicitor Receptor Kinase 1 (CERK1) receptors can recognize more than one elicitor molecules with the common elicitor motifs such as chitin/COs as well as peptidoglycan and its derivatives. These multifunctional receptors play a crucial role in plant resistance to pathogen attack (Miya et al., 2007; Liu et al., 2012; Wan et al., 2012). However, the precise mechanisms regulating signal transduction in CERK1-triggered immunity are still far from understanding. The pea (*Pisum sativum* L.) is one of the most important crops worldwide, however, the molecular and cellular modes of action of COs in this plant remain poorly characterized and require further study. Deacetylated oligomers such as heptamers and octamers (CO7-DA, CO8-DA) are the most effective elicitors inducing the accumulation of phytoalexins and synthesis of pathogenesis-related proteins in pea (Kendra and Hadwiger, 1984; Kendra et al., 1989; Hadwiger, 1994; Hadwiger, 2015). In accordance with this, we have shown recently a high affinity of CERK1-like receptor in legume plant pea *Pisum sativum* L., the PsLYK9, to CO7-DA and CO8-DA molecules (Leppyanen et al., 2021). Here we focused on transcriptomic analysis of CO8-DA-triggered immunity through PsLYK9 receptor in pea *Pisum sativum* L. and found a set of putative intracellular regulators, which may be involved in signal transduction and activation of plant responses to this elicitor.

## Materials and methods

### Plant material

Pea *Pisum sativum* L. cultivars Frisson and Finale were used for experiments. Pea seeds were sterilized with sulphuric acid for 5 min, washed 5 times with water, transferred on 1% water agar plates and germinated at room temperature in the dark. Four to five-day-old seedlings were used for treatment with elicitors or *Agrobacterium*-mediated transformation.

### Plant treatment with chitooligosaccharides

Deacetylated COs with main degree of polymerization around eight (CO8-DA): Mn = 1089, Mw = 1514, Ip = 1.39, CDS = 93% in Cl-form (The Center of Bioengineering Russian Academy of Science, Moscow, Russia), were used for treatment. Four- to five-day-old seedlings of cv. Frisson were placed on the supporting foil surface in glass jars with 0.5x Jensen’s medium (control) (van Brussel et al., 1982) or 0.5x Jensen’s medium with CO8-DA (10^-5^ M) and incubated for 24 h. After treatment, the roots of pea seedlings were harvested for RNA extraction and gene expression analysis and immediately frozen at −80°C.

The substrate used for experiments with composite pea plants infected with pathogenic fungus *Fusarium culmorum* was 8–10 mm sterilized vermiculite. Two strains of phytopathogenic fungi *F. culmorum* (Wm. G. Sm.) Sacc. (weakly aggressive 891 and highly aggressive 334 strains) were used to infect pea plants. To obtain inoculum, *F. culmorum* 891 or 334 strains were grown on Chapek’s agar for 10–14 days and then washed from the plates with sterile water. Composite plants cv. Finale were placed into 250 ml plastic vessels with vermiculite saturated with Jensen’s medium and containing 3 x 10^5^ conidia of the pathogenic fungus *F. culmorum* 891 or 334 strains. Plants were grown in a growth chamber at 21°C in 16 h light/8 h dark cycles, at 60% humidity. The intensity of plant infection with phytopathogenic fungi was carried out according to the method proposed earlier (Leppyanen et al., 2017).

### Plasmid constructs

Full-length encoding sequences for *PsMAPKKK5* (Psat5g044960), *PsMAPKKK20* (Psat4g086600) and *PsMAPKK1* (Psat1g131480), *PsMAPKK2* (Psat4g016480), *PsMAPKK3* (Psat1g054880), *PsMAPKK4* (Psat7g263320), *PsMAPKK5* (Psat1g050720), *PsMAPKK6* (Psat1g029480) were amplified by PCR from cDNAs prepared from roots of wild type pea plants cv. Finale using Phusion Flash High-Fidelity PCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) and specific primers (**Supplementary Table 1**) and ligated into pENTRY/D-TOPO or pDONR221 vectors (Thermo Fisher Scientific, Waltham, MA, USA). For the *PsMAPKKK20* RNAi construct, the 328 bp DNA fragment corresponding to +162 to +489 region of *PsMAPKKK20* cDNA was amplified by PCR using specific primers (**Supplementary Table 1**), and transferred using the Gateway system with BP clonase to pDONR221 vector. At the next stage LR clonase reaction from pDONR221 into pK7GWIWG2 II Red Root vector was performed. The verified construct was transferred into the *Agrobacterium rhizogenes* ARqua 1.

For co-immunoprecipitation the full-length encoding sequences of *PsMAPKKK5, PsMAPKKK20* and *PsMAPKK1, PsMAPKK2, PsMAPKK3, PsMAPKK4, PsMAPKK5, PsMAPKK6* were cloned into pRSETa vectors with the sequences encoding 6xHIS or 3xFLAG using primers containing restriction sites. Electrocompetent *E. coli* C41 were transformed with constructs in pRSETa-6xHIS or pRSETa-3xFLAG vectors using Gene Pulser XCell electroporation system (Bio-Rad Laboratories, CA, USA) and grown on selective LB medium. A few fresh colonies were transferred into a big flask containing 200 ml LB with ampicillin 100 µg/ml and culture was grown up to OD600 = 0.6 at 37°C and then for 2 h at 28°C in presence of 0.5 mM IPTG with intensive shaking. The cell’s pellets were used for protein extraction or stored at -80°C.

### Сo-immunoprecipitation assay

Co-immunoprecipitation was carried out using a µMACS kit (Miltenyi Biotec, Bergisch Gladbach, Germany) containing the MicroBeads with immobilized anti-HIS and anti-DYKDDDDK (also known as FLAG-tagged) antibodies. The pellet of *E. coli* cells was resuspended in lysis buffer (50 mM tris-HCl pH 8.0, 1% Triton X-100, 150 mM NaCl) containing 1× complete protease inhibitor cocktail (INHIB1, Merck, Darmstadt, Germany) and cell lysate was obtained *via* the sonication (3 × 20 s). These lysates containing HIS-tagged (PsMAPKKK5, PsMAPKKK20) or FLAG-tagged (PsMAPKK1, PsMAPKK2, PsMAPKK3, PsMAPKK4, PsMAPKK5, PsMAPKK6) proteins were co-incubated with MicroBeads for 1 – 1.5 h on ice and then were loaded onto a µMACS column placed in the magnetic stand of a µMACS separator. Then, the column with associated proteins was washed with a lysis buffer 3 - 4 times. After elution with a denaturing elution buffer (50 mM tris-HCl (pH 6.8), 50 mM DTT, 1% SDS, 1 mM EDTA, 0.005% bromophenol blue, 10% glycerol), the precipitated proteins were analyzed by sodium dodecyl sulfate polyacrylamide gel (SDS-PAGE). In our investigation, we used two approaches to study co-immunoprecipitation using a µMACS kit. In the first variant, we passed FLAG-tagged proteins and HIS-tagged proteins after co-incubation through magnetic MicroBeads with anti-HIS antibodies. In another variant, proteins were passed through the column with MicroBeads with immobilized anti-FLAG antibodies.

### *Agrobacterium*-based plant transformation

The transformation of pea seedlings cv. Finale was performed as previously described (Leppyanen et al., 2019) with minor modifications. Seedlings at the stage of one internode were transformed with freshly grown *A. rhizogenes* strain ARqua 1 and placed on Jensen’s medium (3 – 4 plants per box) in round plastic boxes with green filter (E1674, Duchefa, The Netherlands). When callus had been formed in 10 – 12 days, the plants were transferred to Emergence medium with 150 µg/ml and incubated for 3 – 4 days. Composite pea plants were transferred into pots with vermiculite saturated with Jensen’s medium. Inoculation with rhizobial strain *Rhizobium leguminosarum* bv. *viciae* RIAM1026 was performed in 3 days after planting.

### RNA isolation

To isolate the RNA from the frozen roots, the tissues were ground with mortar and pestle using liquid nitrogen. Extraction of RNA from the roots was done using the PuroZOL RNA isolation reagent (BioRad Laboratories, California, USA). DNA was eliminated using DNAse digestion (Thermo Fisher Scientific, USA). RNA quality and quantity were determined by Nanodrop (Implen GmbH, Munich, Germany).

### RNA sequencing

The sequencing library was prepared following the guidelines for NEBNext mRNA magnetic isolation module purification kit (E7490) (https://www.neb-online.de/en/art/E7490) and NEBNext Ultra II directional RNA library prep kit for Illumina (E7760) (https://www.neb-online.de/en/art/E7770S) (New England Biolabs, USA). The quality of RNA was estimated using Bioanalyzer 2100 (Agilent Technologies, California, USA) prior to sequencing. The NEBNext Multiplex Oligos primer set for Illumina (Index Primers Set 2) (E7500S) (New England Biolabs, USA) was used for preparation. At all stages, the material was cleaned using AMPure XP beads (Beckman Coulter, USA). The sequencing was conducted with an Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA) with all 6 samples on one NovaSeq lane, resulting in 25-30 million 150-bp-reads per sample.

### Data analysis

The analysis was started from raw sequencing data in fastq format. Two groups of libraries representing at least three independent biological repeats in both control and treated variants (3 - 4 plants for one replication), were sequenced on a NovaSeq 6000 (Illumina, San Diego, CA, USA) in paired-end 2 x 150 bp reads mode according to the manufacturer’s protocol. The resulting reads were trimmed off Illumina adapters, additionally, read ends were trimmed by sequencing quality (phred33 score <20) using Trimmomatic (Bolger et al., 2014). To obtain read counts per gene fastq files were further processed with RSEM package (Li and Dewey, 2011) using *Pisum sativum* genome v1a (Kreplak et al., 2019) as a reference and bowtie2 aligner (Langmead and Salzberg, 2012). For visual exploration of the data and heatmap representation, the obtained read counts were normalized using variance stabilizing transformation function of DESeq2 R package (Love et al., 2014), which normalizes raw count data with respect to library size and transforms it into a matrix of counts with constant variance along the range of mean values. A visual inspection of the samples using principal component analysis (PCA) was followed by differential expression analysis on a raw count matrix of 6 individual biological replicas.

### Differentially expressed genes

Data normalization and differential expression analysis were performed using R package “DESeq2” (Love et al., 2014). The data was divided per comparison into two groups: COs *vs.* Jensen’s medium (control). Genes having adjusted p-value < 0.05 and absolute log2 fold change ≥ 1 were considered significantly differentially expressed.

Heatmaps of the top differentially expressed genes were created using “gplots” R package (Warnes et al., 2022). Gene ontology (Ashburner et al., 2000) gene set enrichment analysis was executed using the GSEABase R package (Morgan et al., 2022) with cutoff values: odds ratio > 2, and p-value < 0.05.

Heatmaps of the top differentially expressed genes were created using “gplots” R package (Warnes et al., 2022) with cutoff values: log2 fold change > 2, and p-value < 0.05, genes for heatmaps representing individual pathways for better readability were selected based on cutoff p-value < 0.1 from the results of differential expression analysis. Gene ontology (Ashburner et al., 2000) gene set enrichment analysis was executed using the GSEABase R package (Morgan et al., 2022) and GOstats R package (Falcon and Gentleman, 2007) with cutoff values: odds ratio > 2, and p-value < 0.05.

### Real-time qPCR

After extracting the RNA as described above, first strand cDNAs were synthesized from 1 µg of total RNA using M-MLV Reverse Transcriptase (200 U/µL) (Thermo Fisher Scientific, USA) following the manufacturer’s instructions. Highly specific primers were designed using Vector NTI with melting temperatures (Tm) between 54 and 58°C and amplicon lengths of 100-300 bp. As references, the housekeeping gene of the Ubiquitin (Ubiq) was used.

The qPCR cycler was a CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, Hercules, CA, USA), with initial denaturation at 95°C for 3 min followed by 45 cycles of 95°C for 30 s, 54 - 58°C for 40 s and 72°C for 30 s. Melting curve analysis was performed from 54 to 95°C, where the temperature increased by 0.5°C every 5 s. The total volume was 10 μl per sample, containing 1 μl of cDNA and 5 μl of 2xiQ SYBR Green qPCR Supermix (Bio-Rad Laboratories, Hercules, CA, USA).

### MAPK3/6 phosphorylation assay

Plant treatment was done with 10^-5^ M CO8-DA as elicitor for 15 min and 0.5x Jensen’s medium as a control in glass jars. Total root protein was isolated in a buffer containing 100 mM MES-KON (pH 6.8), 10 mM MgCl_2_, 1% sucrose, 0.1% Triton X-100, 1 mM DTT, 0.5 mM PMSF, 1× complete protease inhibitor cocktail (INHIB1, Merck, Darmstadt, Germany). Western-blots were done to visualize the phospho-MAPK3/6 and tubulin bands using anti–phospho-p44/42 MAPK and anti–α/β-tubulin antibodies (Cell Signaling, Danvers, MA, USA).

### A phylogenetic tree construction

A phylogenetic tree was constructed using the Maximum Likelihood method with help of the IQ-TREE tool v.1.6.1 (Nguyen et al., 2015) and with automatically determined substitution model using ModelFinder (Kalyaanamoorthy et al., 2017), Tree was based on amino acid sequences that were aligned using the MAFFT tool v7.453 (Katoh and Standley, 2013) with default settings. The bootstrap values were obtained from 1000 bootstrap replicates using Ultrafast Bootstrap Approximation (Minh et al., 2013).

## Results

### Transcriptomic analysis of pea roots treated with deacetylated chitooligosaccharides (CO8-DA)

In the current work, we compared the transcriptomes of CO8-DA-treated pea *P. sativum* L. plants with plants incubated in medium without elicitors. 

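The data behind this comparison are 6 RNA-seq libraries from roots of pea seedlings, 3 from seedlings kept in the control medium and 3 from seedlings kept for 24 h in the same medium with 1e-05 M CO8-DA. CO8-DA stands for deacetylated chitooligosaccharides, short chains of sugar units, with a main degree of polymerization of around 8. The paper states that each replicate came from 3 to 4 plants and that all 6 were sequenced together on one lane, so no separate sequencing batches are known. The authors trimmed the paired reads with Trimmomatic, aligned them with bowtie2 to the pea genome v1a and estimated the counts of each gene with RSEM, which divides a read that fits several genes between them. The deposited values are these estimated counts, without normalization, for 44756 loci, of which 28465 had at least 1 count. The estimated counts summed to 14492483, 12315774 and 14484749 in control replicates 1, 2 and 3 and to 12955804, 15527374 and 19534336 in CO8-DA replicates 1, 2 and 3. The group medians were 14484749 for the control and 15527374 for CO8-DA. For the tests the counts were rounded to whole numbers and scaled by edgeR's TMM method, and levels are given on that scale as CPM, which are counts relative to the scaled library total. The 21293 genes that passed edgeR's default filter on low counts were tested with the quasi-likelihood test, and p was adjusted by the Benjamini-Hochberg method over all of them. These genes held 99.9% of the counts in the library where their share was lowest. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic. With 3 libraries against 3, an exact permutation test of one gene cannot give a two-sided p below 0.1. The quasi-likelihood p can be lower because it rests on a fitted model of the counts. That model joins each gene's own spread with the spread shared across genes, the shared part counting as 3.86 degrees of freedom. The common dispersion equals a biological coefficient of variation of 18.8%. Libraries of a group differed by more than counting noise, with a chi-square per degree of freedom of at least 13.1 in every pair. A floor of 3 counts over the control group, used for loci with 0 control counts, stands at 0.0732 CPM. Loci are named as the genome annotation names them, where Psat3g stands for chromosome 3 and Psat0s for an unplaced scaffold, and no coordinates are given. Of the tested loci, 29.1% have an estimated count that is not whole in at least 1 library, which shows that reads were divided with another locus.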

In our experiments around 886 genes were found to be differentially expressed (Log2 fold change ≥ 1; p-value < 0.05) 24 h after treatment of pea plants with deacetylated chitooligosaccharides CO8-DA (see Material and methods). Among these genes, 693 genes were up-regulated in CO8-DA-treated samples, while 193 genes were detected as down-regulated (**Figure 1** and **Supplementary Figure 1**). **Figure 1** shows the clustering of the differentially expressed genes based on their similar expression patterns. 

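With the thresholds of the paper's methods, an adjusted p under 0.05 and an absolute log2 fold change of at least 1, edgeR's quasi-likelihood test called 666 of the 21293 tested genes different between the CO8-DA and control roots. Without the fold change threshold the adjusted p alone was passed by 954 genes. In each of the 666 genes the 3 CO8-DA libraries lay all above or all below the 3 control libraries, which held for 25.4% of the tested genes, against 10% expected by chance for 3 libraries against 3. Of these 666 calls, 309 were also made in all 6 fits that each leave 1 library out. These fits, with 5 libraries each, called 943, 560 and 466 genes without control replicates 1, 2 and 3 and 404, 371 and 383 genes without CO8-DA replicates 1, 2 and 3. DESeq2, the tool the paper used, called 891 genes on the same rounded counts, and 660 of the 666 edgeR calls were among them. Testing against a log2 fold change of 1 in place of 0, with edgeR's glmTreat, moved the number most as a ratio and left 233 genes, while an unadjusted p under 0.05 with the same fold threshold gave 1120. On simulated counts with 200 genes changed among 21293, the edgeR test called 89.0% of the changed genes and 7 of the unchanged ones, and DESeq2 called 91.0% and 29. The simulated counts followed edgeR's own fitted dispersions, and every simulated change exceeded the fold change threshold. These shares therefore hold for that model only.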

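Of the genes called by edgeR, 561 were higher and 105 lower after CO8-DA, so 84.2% of the calls were higher (exact binomial 95% interval 81.2% to 86.9%, with genes taken as independent). DESeq2 called 695 genes higher and 196 lower, with 78.0% of its calls higher. EdgeR called 778, 450 and 409 genes higher and 165, 110 and 57 lower without control replicates 1, 2 and 3. It called 345, 338 and 349 higher and 59, 33 and 34 lower without CO8-DA replicates 1, 2 and 3. Among called genes with an average log2 CPM of at least 2, the largest increase was in Psat5g100920, an uncharacterized protein with 0, 0 and 0 counts in the control libraries and 123, 167 and 234 after CO8-DA. Set against a floor of 3 counts over the control group, its level was at least 148-fold higher after CO8-DA (edgeR adjusted p = 0.000475). The lowest log2 fold change among these genes, -5.49 (standard error 0.93, edgeR adjusted p = 0.0166), was that of Psat5g130360, with 93, 223 and 124 counts in the control libraries and 11, 0 and 0 after CO8-DA, and its call was lost without CO8-DA replicate 2 or 3 (adjusted p up to 0.0701). Its log2 fold change lay between -10.40 and -4.78 with 1 library left out, lowest without CO8-DA replicate 1. The value of -10.40 is a fitted one and no measured fold, because the CO8-DA counts left are 0 and 0. DESeq2 did not call it (adjusted p = 0.0917, with 0.00626 to 0.0917 over the alternatives that keep all libraries).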

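On the first principal component of log2 CPM over the 21293 tested genes, which held 52.4% of the variance, the control libraries scored -27.2, -62.6 and -40.6 and the CO8-DA libraries 44.0, 43.0 and 43.5. The groups did not overlap (exact permutation test of the mean score, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The second component held 18.9% and set control replicate 1, at 52.3, apart from control replicates 2 and 3, at -26.6 and -10.4. Restricting the components to the 500 most variable genes moved the first share most, to 76.3%, with the groups still apart.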

In all sample groups (CO8-DA versus control without treatment) the larger cluster represents the upregulated differentially expressed genes (**Figure 1**).

**Figure 1:**
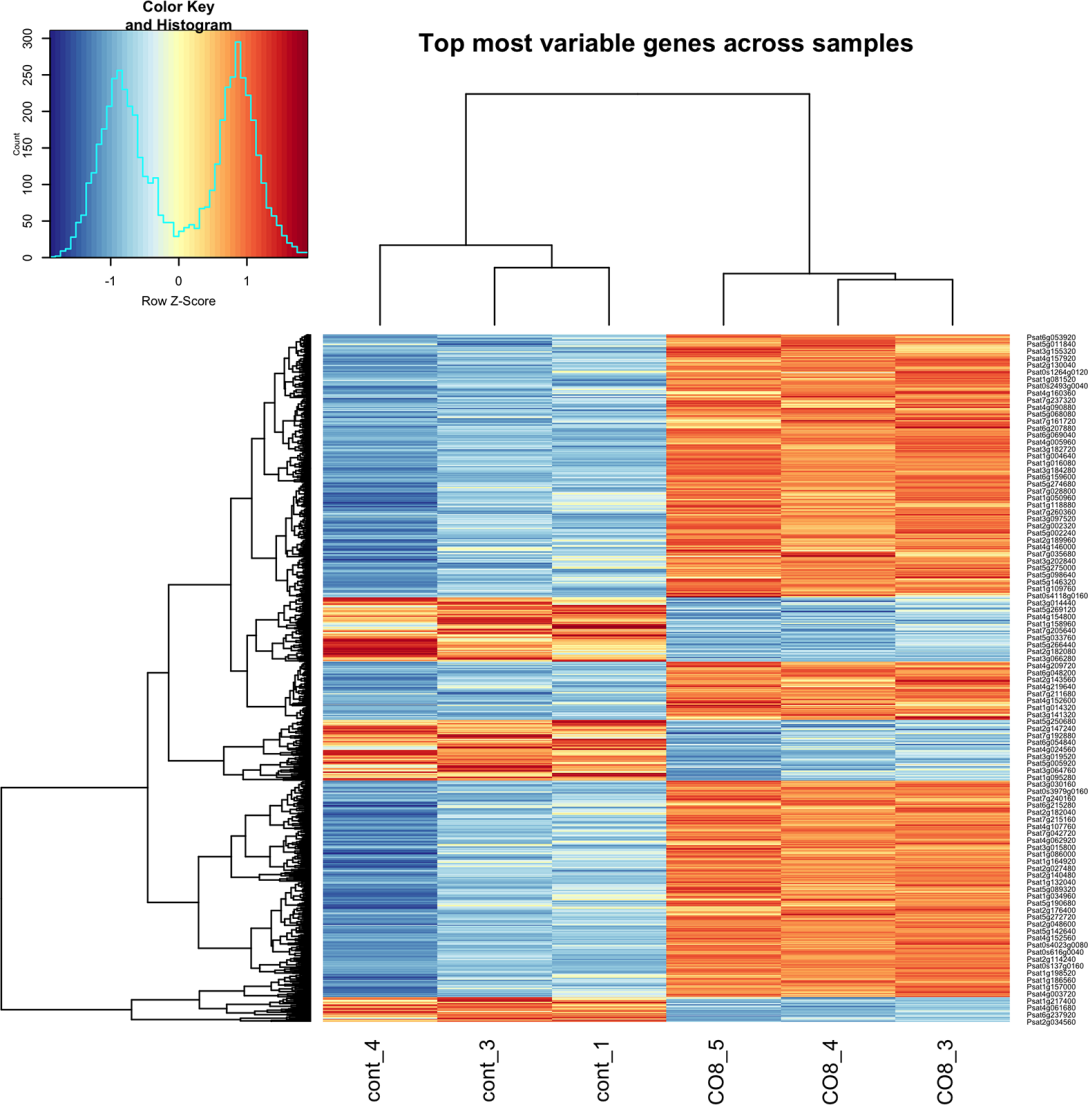
Differentially expressed genes (DEGs) in a cluster-wise heatmap of 6 biological replicas 24 h after CO8-DA treatment (Log2 fold change ≥ 1, p-value < 0.05).

Gene Ontology term over-representation analysis was performed in order to check which molecular functions (**Supplementary Figure 2**) and biological processes (**Supplementary Figure 3**) are significantly activated in response to CO8-DA treatment. 

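Supplementary Table 2 gives Gene Ontology text for the paper's differentially expressed genes, with the text shortened in 178 of its 886 rows and missing in 135, so counts by term are lower limits and no enrichment was tested. The paper chose these genes with DESeq2 on the same data, and DESeq2 called 884 of them here. DESeq2 calls among them, and among the loci the paper lists as changed, therefore repeat the paper's and are no further evidence. Of 6 loci whose text holds chitinase activity, edgeR called 4 higher and none lower, with no further locus lower at an unadjusted p under 0.05 or in DESeq2, and the median log2 fold change of the called loci was 1.56. Peroxidase activity is annotated at 23 loci, and these went both ways, with 9 called higher and 10 called lower after CO8-DA. Among the lower ones are Psat1g135640 and Psat3g140480, which are described as respiratory burst oxidases. DESeq2 called 10 of the 23 loci higher and 13 lower. The median log2 fold change was 2.93 for the higher and -2.22 for the lower loci.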

The highest rate of change was detected in chitinase and peroxidase activity, polysaccharide and phospholipid binding. We could also see the activation of protein kinases and calcium-dependent signaling and subsequent transcription factor activation (**Supplementary Figure 2**). 

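By the best database match in Supplementary Table 2, 68 of its loci are described as kinases. Of these, 55 were called higher and 4 lower by edgeR, with a median log2 fold change of 1.87 among the higher ones, and 60 were called higher and 8 lower by DESeq2. The lower kinases included Psat2g024280, described as a LysM receptor kinase, and Psat6g038840 with the lowest value, a log2 fold change of -2.63. Both were picked out after their values were seen. Transcription factors by description were mostly higher. Among 17 WRKY loci 9 were called higher and 1 lower, among 15 zinc finger loci 11 higher and 1 lower, and among 10 AP2/ERF loci 7 higher and none lower. At an unadjusted p under 0.05 and in DESeq2, 2 of the AP2/ERF loci were lower. DESeq2 called 16 WRKY, 14 zinc finger and 8 AP2/ERF loci higher.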

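Among the loci of Supplementary Table 2, response to wounding is annotated at 53, of which edgeR called 42 higher and 1 lower after CO8-DA. Response to chitin is annotated at 66 loci, 52 of them called higher and 4 lower, with a median log2 fold change of 2.21 among the higher loci. For cell wall terms the calls were less one-sided, with 39 of 72 loci higher and 8 lower. Only 5 loci carry an immune term, and 4 of them were called higher. DESeq2 called 50 loci higher and 3 lower for response to wounding, 61 and 5 for response to chitin, 53 and 19 for cell wall terms, and all 5 immune loci higher. These DESeq2 counts are the same as the paper's own, since its list was made with that tool.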

Changes in biological processes were represented by over-representation of genes involved in cell death regulation and response to stress, such as wounding and external biotic stimulus, immune response and metabolic processes involved in defense mechanisms, such as and phenylpropanoid and flavonoid biosynthesis, chitin and cell wall polysaccharide metabolic processes, and hormone regulation mechanisms, such as response to salicylic acid (**Supplementary Figure 3**).

In accordance with the suggestion that in pea through CERK1-like receptor to COs, the LYK9, a complex of plant defense reactions was activated as one of the main reactions to treatment, we observed the up-regulation of genes encoding WRKY (Psat7g050880, Psat2g054280, Psat5g068680, Psat5g079680, Psat5g032760, Psat1g161840, Psat3g118040, Psat3g160600, Psat3g019520, Psat3g123560) and MYB (Psat1g209120, Psat7g159800) transcription factor family proteins, as well as C2H2 type zinc finger (Psat6g068960, Psat6g069040, Psat6g069000, Psat3g049400) transcription factor family protein (**Figure 2** and **Supplementary Table 2**). In addition, the increased level of transcripts encoding LysM-receptor-like protein LYR4 (Psat2g024920) was revealed. This co-receptor was previously shown to be involved in the regulation of defense responses to CO8-DA through PsLYK9/PsLYR4 complex formation in pea plants (Leppyanen et al., 2021). Moreover, differentially expressed genes encoding phenylalanine ammonia-lyase 1 and 2 (PAL1 (Psat1g046920) and PAL2 (Psat3g023040)), isoflavone synthase (Psat7g117880), peroxidases (Psat6g159360, Psat2g068760, Psat6g099960) and chitinases (Psat5g291720, Psat5g020240, Psat1g084840, Psat6g194680) were also found in pea root transcriptome. They belong to typical pathogenesis related marker genes, which are activated during plant resistance stimulation. 

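Of the 10 WRKY loci, edgeR's quasi-likelihood test called 7 higher after CO8-DA and 1 lower, left 1 uncalled and did not test 1 because of its low counts. The firmest increase was in Psat5g032760, with 0.626 ± 0.129 CPM in the control and 5.82 ± 0.858 CPM after CO8-DA (SD, n = 3), a log2 fold change of 3.18 (standard error 0.27, edgeR adjusted p = 0.000829). Psat5g068680 rose from a higher level, with 9.49 ± 2.65 CPM in the control and 38.4 ± 1.96 CPM after CO8-DA (SD, n = 3), a log2 fold change of 2.01 (standard error 0.19, edgeR adjusted p = 0.00159). For the other called WRKY loci the log2 fold change was 1.88 in Psat2g054280, 3.78 in Psat5g079680, 1.86 in Psat1g161840, 2.29 in Psat3g118040 and 1.47 in Psat3g123560. The call of Psat2g054280 was lost without control replicate 3 or CO8-DA replicate 1 or 2 (adjusted p up to 0.0688), that of Psat3g118040 was lost without control replicate 2 or 3 or any one CO8-DA library (adjusted p up to 0.154) and that of Psat3g123560 was lost without control replicate 3 or any one CO8-DA library (adjusted p up to 0.141). Psat3g019520 was lower after CO8-DA, with 23.0 ± 2.07 CPM in the control and 10.3 ± 2.43 CPM after CO8-DA (SD, n = 3), a log2 fold change of -1.16 (standard error 0.19, edgeR adjusted p = 0.0143), in the same direction in all 3 libraries and under every setting tried. That call was lost without control replicate 3 or CO8-DA replicate 2 or 3 (adjusted p up to 0.0581). By quantitative PCR the paper reports stimulation of Psat3g019520, the opposite direction. Psat3g160600 was not called (log2 fold change 2.23, edgeR adjusted p = 0.0719), while DESeq2 called it (adjusted p = 0.00602, with 0.00602 to 0.546 over the alternatives that keep all libraries). The upper limit is from glmTreat, which tests against a log2 fold change of 1 in place of 0. Psat7g050880 had 0, 0 and 0 counts in the control libraries and 10, 5 and 13 after CO8-DA, at least 7.93-fold higher against the floor of 3 counts over the group, and was called once the filter was lifted (edgeR adjusted p = 0.0402, with 0.0112 to 0.0498 over the alternatives that keep all libraries). Both MYB loci were called higher, Psat1g209120 at 1.83 and Psat7g159800 at 1.37 on the log2 scale. The call of Psat1g209120 was lost without control replicate 2 or 3 or CO8-DA replicate 2 or 3 (adjusted p up to 0.0868), and that of Psat7g159800 was lost without control replicate 3 or CO8-DA replicate 1 or 3 (adjusted p up to 0.0550). Among the loci of these families that edgeR tested, the 4 C2H2 zinc finger loci rose most and kept their calls with any one library left out. Psat3g049400 had 0.208 ± 0.182 CPM in the control and 21.3 ± 1.16 CPM after CO8-DA (SD, n = 3), a log2 fold change of 6.55 (standard error 0.40, edgeR adjusted p = 0.000236), and Psat6g069000 rose by 4.91 on the log2 scale. Psat6g068960 had only 3 counts over the control group against 739, a ratio of 209 (exact counting interval 71.3 to 1017), and Psat6g069040 had 1 count against 197, a ratio of 167 (29.7 to 6641).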

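LYR4 (Psat2g024920) had 7.59 ± 2.90 CPM in the control and 21.5 ± 0.876 CPM after CO8-DA (SD, n = 3), a log2 fold change of 1.50 (standard error 0.24, edgeR adjusted p = 0.0141). Every CO8-DA library was above every control library. The call was lost without any one CO8-DA library (adjusted p up to 0.0618), with the log2 fold change staying between 1.32 and 1.86. Its estimated counts are not whole in any library, so part of its reads was shared with another locus.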

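The 3 peroxidase loci were called higher by edgeR. Psat6g159360 had 1, 0 and 2 counts in the control libraries and 36, 61 and 41 after CO8-DA, a ratio of 39.1 between the groups (exact counting interval 13.1 to 192, edgeR adjusted p = 0.00334). Psat2g068760 and Psat6g099960 have identical counts in all 6 libraries, so they stand for a single measurement, with 1.20 ± 0.825 CPM in the control and 9.35 ± 0.266 CPM after CO8-DA (SD, n = 3), a log2 fold change of 2.93 (standard error 0.46, edgeR adjusted p = 0.0125). That call was lost without any one CO8-DA library (adjusted p up to 0.0547). Of the 4 chitinase loci, 2 were called higher over all tested genes, and all 4 were when p was adjusted over the list alone, a list that the study chose on these samples. Psat1g084840, a class III chitinase, had 22.8 ± 4.31 CPM in the control and 53.2 ± 4.60 CPM after CO8-DA (SD, n = 3), a log2 fold change of 1.22 (standard error 0.15, edgeR adjusted p = 0.00424), and kept its call with any one library left out. Psat5g291720 rose by 1.90 on the log2 scale (standard error 0.40, edgeR adjusted p = 0.0393), and that call was lost without any one CO8-DA library (adjusted p up to 0.138). Psat5g020240 and Psat6g194680 were higher in every CO8-DA library than in any control library, with log2 fold changes of 1.66 and 1.06. They did not pass the correction (edgeR adjusted p = 0.0914 and 0.110), while DESeq2 called both. The DESeq2 result was adjusted p = 0.00190, with 0.00190 to 1.00 over the alternatives that keep all libraries for Psat5g020240 and adjusted p = 0.0104, with 0.0104 to 1.00 over the alternatives that keep all libraries for Psat6g194680. Both upper limits are from glmTreat, which tests against a log2 fold change of 1, so they do not bear on whether the loci changed. Without control replicate 3 edgeR called Psat6g194680 as well (adjusted p = 0.0450). Except for Psat1g084840, reads of these peroxidase and chitinase loci were divided with other loci in at least 3 libraries.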

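The level of the PAL1 locus Psat1g046920 was 4.60 ± 2.48 CPM in the control and 13.0 ± 0.401 CPM after CO8-DA (SD, n = 3), a log2 fold change of 1.49 (standard error 0.32, edgeR adjusted p = 0.0439). The PAL2 locus Psat3g023040, whose best database match is also named phenylalanine ammonia-lyase 1, had 12.8 ± 2.63 CPM in the control and 27.5 ± 4.29 CPM after CO8-DA (SD, n = 3), a log2 fold change of 1.09 (standard error 0.18, edgeR adjusted p = 0.0156). Both have estimated counts that are not whole in any library. The IFS locus Psat7g117880 differed widely among the control libraries, with 212, 9 and 157 counts in the control libraries and 1068, 887 and 1737 after CO8-DA, a log2 fold change of 3.09 (standard error 0.67, edgeR adjusted p = 0.0434). Leaving out 1 library moved its log2 fold change between 2.57 and 3.63. Each call depended on single libraries. That of PAL1 was lost without control replicate 2 or 3 or any one CO8-DA library (adjusted p up to 0.145), that of PAL2 was lost without control replicate 2 or 3 or CO8-DA replicate 1 or 2 (adjusted p up to 0.0710) and that of IFS was lost without control replicate 3 or any one CO8-DA library (adjusted p up to 0.137). In IFS the lowest control library was replicate 2, which was also the lowest control library in 57 of the 80 tested loci that the paper lists as changed, against 35.4% of all tested genes.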

Up-regulation of genes encoding PAL1 and PAL2 and isoflavone synthase (IFS) is consistent with the suggestion that these enzymes are involved in the biosynthesis of phytoalexins and other secondary metabolites. To verify the results of RNA-seq analysis, the expression of several genes was also estimated by real-time qPCR (**Supplementary Figure 4**). The significant stimulation of genes encoding PAL1 (Psat1g046920), IFS (Psat7g117880), LysM-receptor-like protein LYR4 (Psat2g024920), WRKY (Psat7g050880, Psat2g054280, Psat3g019520) was confirmed by real-time qPCR (**Supplementary Figure 4**). High number of upregulated defense-related genes may indicate that CO8-DA induces a strong plant disease resistance in a short period after treatment.

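Defense response is annotated at 132 loci of Supplementary Table 2, of which edgeR called 91 higher and 12 lower after CO8-DA and DESeq2 112 higher and 20 lower. Over the whole text the paper lists 84 loci as changed. Of these, 71 were called higher by edgeR, 1 was called lower, 8 were not called and 4 fell under the filter on low counts. Adjusted over the list alone 79 were called higher, which is not independent evidence because the study chose the list on these samples. The CO8-DA mean was above the control mean in 83 of the 84 loci, and 38 of the calls held in all 6 fits that leave 1 library out. The number called higher fell most, to 35, when edgeR tested against a log2 fold change of 1, and was 43, 43 and 42 without CO8-DA replicates 1, 2 and 3 and 70, 59 and 50 without control replicates 1, 2 and 3. From the high number of such genes the paper proposes that CO8-DA induces strong resistance within a short period.

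**Figure D1:**
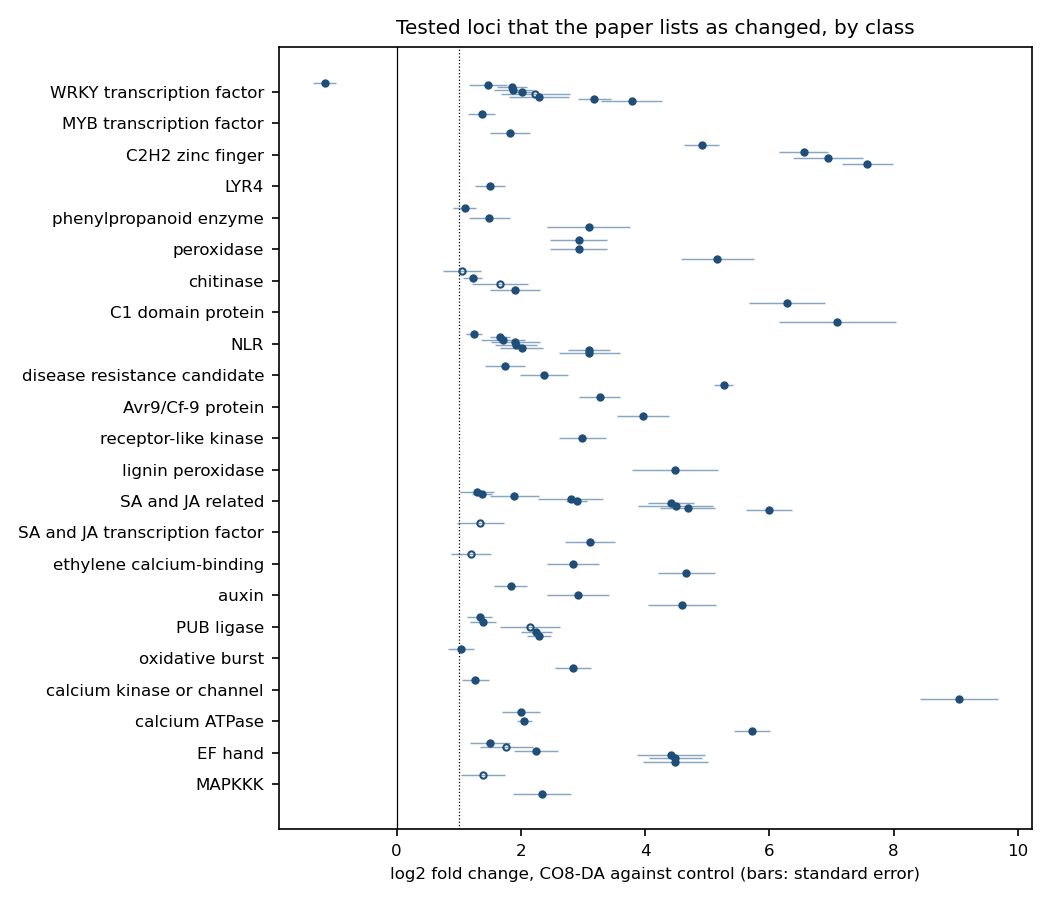
Log2 fold change (horizontal axis) of the 80 tested loci that the paper lists as changed, grouped by class, with bars of 1 standard error. Filled points were called by edgeR and open points were not, and the dotted line marks a log2 fold change of 1. Values of loci with 3 or fewer control counts are fitted ones and no bounds, and the only point below 0 is the WRKY locus Psat3g019520 at -1.16.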

**Figure 2:**
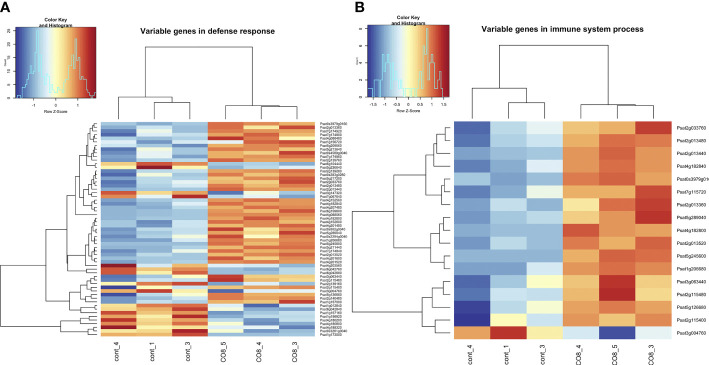
Heatmap of gene expression levels after CO8-DA treatment (3 biological replicas) in comparison to control (Jensen’s medium) (3 biological replicas). The list of genes that changed expression levels and were annotated in Gene Ontology terms as a part of “defense response” **(A)** and “immune system process” **(B)** biological processes in pea roots 24 h after treatment.

Plant treatment with CO8-DA resulted in stimulation of processes related to a cell death response, as it is evidenced by the activation of genes encoding cysteine/histidine-rich C1 domain proteins (Psat3g183160, Psat3g182680) and a whole complex of NBS-LRR proteins or NLRs (Psat4g182840, Psat2g140480, Psat7g174920, Psat7g174880, Psat7g174840, Psat5g289040, Psat2g139760, Psat0s3979g0160) (**Supplementary Table 2**) (Dodds and Rathjen, 2010; Hwang et al., 2014). These findings suggest that stimulation of expression of these genes may be sufficient to trigger early defense responses, such as the hypersensitive response.

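Of the 2 C1 domain loci, Psat3g183160 had 1, 0 and 0 counts in the control libraries and 38, 36 and 47 after CO8-DA, a ratio of 103 between the groups (exact counting interval 18.1 to 4092, edgeR adjusted p = 0.00177). Psat3g182680 had 0, 0 and 0 counts in the control libraries and 20, 13 and 21 after CO8-DA, at least 15.3-fold higher against the floor of 3 counts over the group (edgeR adjusted p = 0.0152), and its call was lost without any one CO8-DA library (adjusted p up to 0.0663). All 8 NLR loci were called higher, with log2 fold changes from 1.25 to 3.10 and a median of 1.92. The most abundant was Psat2g140480, with 13.1 ± 6.87 CPM in the control and 113 ± 11.9 CPM after CO8-DA (SD, n = 3), a log2 fold change of 3.10 (standard error 0.34, edgeR adjusted p = 0.00265). Psat4g182840 had 1.79 ± 1.58 CPM in the control and 15.6 ± 2.09 CPM after CO8-DA (SD, n = 3), a log2 fold change of 3.10 (standard error 0.49, edgeR adjusted p = 0.0131), and its call was lost without any one CO8-DA library (adjusted p up to 0.0584). Psat2g140480, Psat2g139760 and Psat0s3979g0160 kept their calls with any one library left out. The neighbouring loci Psat7g174840, Psat7g174880 and Psat7g174920, with log2 fold changes of 1.91, 1.92 and 2.01, share reads with other loci in all 6 libraries and are uncertain as separate genes. The call of Psat7g174840 was lost without control replicate 1 or 2 or any one CO8-DA library (adjusted p up to 0.119), that of Psat7g174880 was lost without control replicate 3 or any one CO8-DA library (adjusted p up to 0.0919) and that of Psat7g174920 was lost without control replicate 3 or any one CO8-DA library (adjusted p up to 0.0854). Psat5g289040 had a log2 fold change of 1.71 (standard error 0.36, edgeR adjusted p = 0.0376), and this call was lost without any one library (adjusted p up to 0.142).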

One of the most important aims during screening of differentially expressed genes may be searching for the genetic markers responsible for plant resistance to pathogens, since these genes can be the subject of direct genetic approaches to increase plant crop stability. 

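By description, 20 loci of Supplementary Table 2 encode disease resistance or NBS-LRR proteins, and edgeR called 17 of them higher after CO8-DA and none lower. At an unadjusted p under 0.05, 18 were higher and 2 lower, and the same numbers were called by DESeq2. The median log2 fold change of the called loci was 1.74.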

Here we have found several genes encoding disease resistance proteins (**Figure 2** and **Supplementary Table 2**). 

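Psat7g105600 was expressed at a low level, with 6, 3 and 3 counts in the control libraries and 17, 29 and 29 after CO8-DA. This gave 0.289 ± 0.103 CPM in the control and 1.54 ± 0.253 CPM after CO8-DA (SD, n = 3), a log2 fold change of 2.38 (standard error 0.39, edgeR adjusted p = 0.0148). The call was lost without control replicate 2 or 3 or any one CO8-DA library (adjusted p up to 0.0732), and the log2 fold change stayed between 2.20 and 2.71. By average log2 CPM, 4.08% of the tested genes lie below this locus.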

The gene Psat7g105600 encoding a probable homologue of LRR receptor-like serine/threonine-protein kinase At5g15730 is most likely a key candidate gene in triggering pea plant resistance. In *Arabidopsis* this gene is up-regulated and may be used as a marker of plant resistance to pathogen treatment (Kemmerling, 2011). 

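Psat4g088560 had 1.67 ± 0.348 CPM in the control and 65.0 ± 2.47 CPM after CO8-DA (SD, n = 3), a log2 fold change of 5.27 (standard error 0.15, edgeR adjusted p = 1.62e-05), the smallest adjusted p of the loci that the paper lists. With each library left out in turn the log2 fold change stayed between 5.13 and 5.42 and the adjusted p at or under 0.000570. Estimated counts were not whole in 3 of the 6 libraries.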

The other gene Psat4g088560 encodes probable homologue of disease resistance protein At5g66900, which is important for regulation of *Arabidopsis* plant resistance to fungi (Saile et al., 2020).

Among the differentially expressed genes, a few genes (Psat1g029320, Psat2g044920) encoding Avr9/Cf-9 rapidly elicited proteins were also found (**Figure 2** and **Supplementary Table 2**). These genes confer resistance to the fungal pathogen *Cladosporium fulvum* (Cf) through recognition of secreted avirulence (Avr) peptides. 

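Psat1g029320 had 0.458 ± 0.346 CPM in the control and 7.39 ± 1.41 CPM after CO8-DA (SD, n = 3), a log2 fold change of 3.97 (standard error 0.42, edgeR adjusted p = 0.00230), and Psat2g044920 had 1.54 ± 0.854 CPM in the control and 15.2 ± 1.68 CPM after CO8-DA (SD, n = 3), a log2 fold change of 3.27 (standard error 0.33, edgeR adjusted p = 0.00189). Both calls held with any one library left out, and all estimated counts of the pair are whole, which argues against reads divided with other loci.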

The gene Psat3g098040 encodes probable receptor-like serine/threonine-protein kinase At1g18390 involved in a positive regulation of abiotic stress response *via* abscisic acid signaling (Shin et al., 2015). 

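The locus Psat3g098040 had 2.58 ± 1.39 CPM in the control and 20.8 ± 4.44 CPM after CO8-DA (SD, n = 3), a log2 fold change of 2.99 (standard error 0.38, edgeR adjusted p = 0.00511). Control replicate 2 was lowest, with 12 counts against 48 and 49 in the other control libraries. The call held with any one library left out, the log2 fold change staying between 2.61 and 3.25.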

The information of their homologous genes in *Arabidopsis* might provide deeper understanding of functions of these genes during resistance development.

Enhanced level of the Psat7g177240 and Psat7g177200 transcripts encoding lignin-forming anionic peroxidases was identified in treated pea roots (**Supplementary Table 2**). 

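Psat7g177240 had 6, 0 and 2 counts in the control libraries and 83, 75 and 47 after CO8-DA, a log2 fold change of 4.48 (standard error 0.69, edgeR adjusted p = 0.0121), and the call was lost without control replicate 3 or CO8-DA replicate 2 (adjusted p up to 0.0589). Psat7g177200 had 0, 0 and 0 counts in the control libraries and 7, 7 and 9 after CO8-DA. It fell under the filter on low counts, and its level was at least 6.51-fold higher against the floor of 3 counts over the group. It was called with no filter (edgeR adjusted p = 0.0409) and by DESeq2 (adjusted p = 0.0229, with 0.0229 to 0.0418 over the alternatives that keep all libraries). The estimated counts of both loci are whole in every library.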

In plants Casparian strip membrane domain proteins were suggested to be crucial for the assembly and activity of lignin biosynthetic enzymes. The lignin polymer deposition determines tolerance to abiotic stresses *via* modulating nutrient uptake and pathogen distribution prevention (Yang et al., 2015). Therefore, it suggests that plant treatment with CO8-DA elicitor may stimulate a complex of genes involved in lignin deposition as response to biotic and abiotic stresses.

### Hormonal regulation in plants as a response to CO8-DA treatment

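Response to salicylic acid is annotated at 17 loci of Supplementary Table 2. EdgeR called 10 of them higher after CO8-DA and 1 lower, left 4 uncalled and did not test 2. DESeq2 called 15 of the 17 higher and 1 lower. Programmed cell death is annotated at 10 loci, 9 of which both tools called higher and 1 lower, with a median log2 fold change of 1.79 among the higher loci in edgeR. Whether these terms are over-represented was not tested here, because the annotation covers only the genes the paper called.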

Here, among differentially expressed genes we have identified the enrichment of genes belonging to the “response to salicylic acid” and “programmed cell death” pathways (**Figure 3** and **Supplementary Table 2**). 

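Response to jasmonic acid is annotated at 20 loci of Supplementary Table 2, and edgeR called 14 of them higher and 1 lower after CO8-DA. DESeq2 called 19 higher and 1 lower. The median log2 fold change of the higher loci was 2.01 in edgeR's test.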

Our transcriptomic analysis revealed that a number of genes related to jasmonic acid (JA) and salicylic acid (SA) signaling events and required for plant defense response development showed different expression levels between control and CO8-DA- treated pea roots. Among them, DCD (development and cell death) domain protein B2 (Psat7g024720), nematode resistance HSPRO2-like protein (Psat2g033760), patatin-like phospholipase (Psat5g043960), calmodulin-binding-like protein (Psat1g036680), heavy metal-induced protein 6B (Psat4g016000), probable serine/threonine-protein kinase Cx32 (Psat2g149240), serine/threonine-protein kinase RIPK-like (Psat1g133080), tubby-like C 2 protein (Psat7g228880) were observed. 

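All 8 of these loci were called higher by edgeR, with log2 fold changes from 1.29 to 6.00. The patatin-like phospholipase locus Psat5g043960 rose most, from 0.145 ± 0.122 to 9.88 ± 0.867 CPM (SD, n = 3), a log2 fold change of 6.00 (standard error 0.37, edgeR adjusted p = 0.000246). The calmodulin-binding-like locus Psat1g036680 had 0.904 ± 0.846 CPM in the control and 23.8 ± 1.59 CPM after CO8-DA (SD, n = 3), a log2 fold change of 4.68 (standard error 0.45, edgeR adjusted p = 0.00159). The RIPK-like kinase locus Psat1g133080 had 7.06 ± 1.57 CPM in the control and 52.7 ± 5.07 CPM after CO8-DA (SD, n = 3), a log2 fold change of 2.90 (standard error 0.17, edgeR adjusted p = 0.000236). Among the others the log2 fold change was 4.49 in Psat4g016000, 4.42 in Psat2g149240 and 1.38 in Psat7g024720, and all of these calls held with any one library left out. The HSPRO2-like locus Psat2g033760 had a log2 fold change of 1.29 (standard error 0.28, edgeR adjusted p = 0.0430), and its call was lost without any one library (adjusted p up to 0.158). The tubby-like locus Psat7g228880 rose by 2.80 on the log2 scale (edgeR adjusted p = 0.0248), and its call was lost without control replicate 2 or 3 or any one CO8-DA library (adjusted p up to 0.102).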

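Psat0s802g0040 had 9, 4 and 9 counts in the control libraries and 26, 22 and 50 after CO8-DA, which is 0.527 ± 0.174 CPM in the control and 1.99 ± 0.589 CPM after CO8-DA (SD, n = 3), and a log2 fold change of 1.89 (standard error 0.39, edgeR adjusted p = 0.0380). Every CO8-DA library lay above every control library, but the call was lost without any one library (adjusted p up to 0.126).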

The Psat0s802g0040 encodes NIM1-interacting 1-like (NIMIN1) protein, which *via* physical interaction with Nonexpresser of PR genes (NPR1) regulates the signal transduction pathway leading to systemic acquired resistance (Weigel et al., 2005). Homologous proteins may function as positive regulators of plant cell death and SA-dependent defense responses in plants (Hwang et al., 2014).

**Figure 3:**
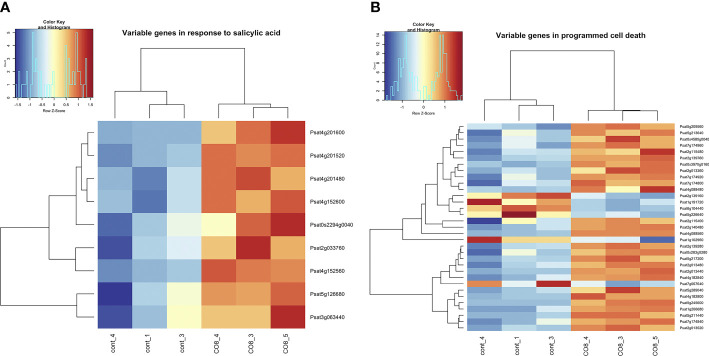
Heatmap of gene expression levels after CO8-DA treatment (3 biological replicas) in comparison to control (Jensen’s medium) (3 biological replicas). The list of genes that changed expression levels and were annotated in Gene Ontology terms as a part of “response to salicylic acid” **(A)** and “programmed cell death” **(B)** biological processes in pea roots 24 h after treatment.

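Of 4 transcription factor loci linked to salicylic and jasmonic acid signaling, only Psat5g063960, with an AP2 domain, was called by edgeR over all tested genes, with 3, 2 and 3 counts in the control libraries and 20, 36 and 28 after CO8-DA, a log2 fold change of 3.11 (standard error 0.41, edgeR adjusted p = 0.00584). The NAC-like locus Psat5g058640 had 8.58 ± 4.55 CPM in the control and 21.9 ± 2.65 CPM after CO8-DA (SD, n = 3), a log2 fold change of 1.34 (standard error 0.38, edgeR adjusted p = 0.101), so it did not pass the correction. DESeq2 called it (adjusted p = 0.00659, with 0.00659 to 1.00 over the alternatives that keep all libraries). Here the upper limit is that of glmTreat, against a log2 fold change of 1. The MYB locus Psat4g080720 had 2 counts over the control group against 49 after CO8-DA, a ratio of 20.8 (exact counting interval 5.46 to 177), and the AP2/ERF locus Psat7g124720 had 2 against 35, a ratio of 14.9 (3.82 to 128). Both fell under the filter on low counts and were called without it, Psat4g080720 with edgeR adjusted p = 0.0138, with 0.0102 to 0.0183 over the alternatives that keep all libraries, and Psat7g124720 with adjusted p = 0.0254, with 0.0254 to 0.0411 over the alternatives that keep all libraries. With the filter kept and 1 library left out, Psat4g080720 was called in 3 of the 6 fits, but not without control replicate 3 or CO8-DA replicate 1 or 3, and Psat7g124720 in 2 of them, but not without control replicate 3 or any one CO8-DA library. In those fits they were filtered out or had an adjusted p of up to 0.0629 and 0.0752.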

We also identified the enhanced expression of genes encoding several transcription factors which had been reported to SA and JA mediated signaling pathways such as NAC-like transcription factor (Psat5g058640), MYB transcription factor (Psat4g080720), AP2/ERF domain transcription factor (Psat7g124720), AP2 domain class transcription factor (Psat5g063960) and others.

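Response to ethylene is annotated at 10 loci of Supplementary Table 2, and edgeR called 5 of them higher after CO8-DA, with a median log2 fold change of 1.37, and 1 lower. DESeq2 called 6 higher and 4 lower.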

Ethylene-mediated signaling pathway is activated by CO8-DA. Among of ethylene-induced genes, the Psat3g176000 and Psat5g140800 encoding putative calcium-binding protein CML19 and calcium-binding protein CML38-like as well as Psat3g176000 and Psat2g042000 encoding putative calcium-binding protein CML19 and calcium-binding protein CML24 were found.

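Psat5g140800, the CML38-like locus, had 0.144 ± 0.0668 CPM in the control and 3.86 ± 1.26 CPM after CO8-DA (SD, n = 3), a log2 fold change of 4.66 (standard error 0.46, edgeR adjusted p = 0.00177). The CML19 locus Psat3g176000 had 0.715 ± 0.367 CPM in the control and 5.12 ± 1.50 CPM after CO8-DA (SD, n = 3), a log2 fold change of 2.84 (standard error 0.41, edgeR adjusted p = 0.00929), and both calls held with any one library left out. The CML24 locus Psat2g042000 had 4.59 ± 1.48 CPM in the control and 10.5 ± 3.81 CPM after CO8-DA (SD, n = 3), a log2 fold change of 1.20 (standard error 0.32, edgeR adjusted p = 0.0891). It was higher in every CO8-DA library but did not pass the correction, while DESeq2 called it (adjusted p = 0.0124, with 0.0124 to 1.00 over the alternatives that keep all libraries). GlmTreat, which tests against a log2 fold change of 1, gave the upper limit. Leaving out 1 library never brought edgeR's adjusted p under 0.0973.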

Furthermore, the expression of genes presumed to be involved in the auxin transport and response was also changed in roots treated with CO8-DA. 

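Response to auxin is annotated at 13 loci of Supplementary Table 2, of which edgeR called 9 higher and 2 lower after CO8-DA, and DESeq2 11 higher and 2 lower. By description, 5 loci name auxin or SAUR proteins, and 3 of these were called higher and none lower. At an unadjusted p under 0.05 and in DESeq2, 2 of these 5 were lower.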

The analysis showed enhanced level of Psat5g267280 and Psat0s1162g0080 transcripts encoding calcium-binding PINOID-binding protein 1 (PBP1-like) involved in auxin transport and SAUR-like auxin-responsive family proteins (Psat0s2933g0120) involved in response to auxin stimulus.

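The PBP1-like locus Psat5g267280 had 0.488 ± 0.426 CPM in the control and 12.4 ± 2.79 CPM after CO8-DA (SD, n = 3), a log2 fold change of 4.59 (standard error 0.55, edgeR adjusted p = 0.00424), and Psat0s1162g0080 had 7.17 ± 2.00 CPM in the control and 25.7 ± 7.63 CPM after CO8-DA (SD, n = 3), a log2 fold change of 1.84 (standard error 0.27, edgeR adjusted p = 0.00936). Both kept their calls with any one library left out. The SAUR-like locus Psat0s2933g0120 had 2, 3 and 3 counts in the control libraries and 12, 23 and 42 after CO8-DA, a log2 fold change of 2.92 (standard error 0.49, edgeR adjusted p = 0.0166), and its call was lost without control replicate 3 or CO8-DA replicate 2 or 3 (adjusted p up to 0.0730). Reads of Psat5g267280 were divided with another locus in 5 of the 6 libraries.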

These results demonstrate that CO8-DA may essentially affect the hormonal status of pea plants.

### Intracellular regulators of signal transduction pathways

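Calcium ion binding is annotated at 22 loci of Supplementary Table 2, of which edgeR called 15 higher and 3 lower after CO8-DA, and DESeq2 18 higher and 4 lower. The highest of them was Psat4g065400, with a log2 fold change of 7.48, picked out after its value was seen. The 3 lower loci are Psat1g135640 and Psat3g140480, both described as respiratory burst oxidase-like proteins, and Psat5g238280, also picked out afterwards. Over-representation was not tested here, since only the paper's called genes carry annotation.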

Among differentially expressed genes we have identified the enrichment of genes belonging to the “calcium ion binding”, “signaling receptor activity” pathways (**Figure 4** and **Supplementary Table 2**). 

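Of 5 loci encoding PUB ligases, 4 were called higher by edgeR. The PUB23-like locus Psat6g119200 had 3.92 ± 0.924 CPM in the control and 19.2 ± 1.46 CPM after CO8-DA (SD, n = 3), a log2 fold change of 2.29 (standard error 0.19, edgeR adjusted p = 0.000855), and Psat6g119080 had 3.65 ± 1.33 CPM in the control and 17.5 ± 1.78 CPM after CO8-DA (SD, n = 3), a log2 fold change of 2.25 (standard error 0.25, edgeR adjusted p = 0.00315). Both calls held with any one library left out. The PUB14-like locus Psat6g113600 rose by 1.39 and the PUB22-like locus Psat5g260880 by 1.34 on the log2 scale (edgeR adjusted p = 0.0121 and 0.0109). Psat3g028280, the other PUB23-like locus, had 21, 4 and 14 counts in the control libraries and 62, 83 and 49 after CO8-DA, a log2 fold change of 2.14 (standard error 0.48, edgeR adjusted p = 0.0508). It missed the threshold narrowly and was called with upper quartile scaling, with no filter and by DESeq2 (adjusted p = 0.00122, with 0.00122 to 0.403 over the alternatives that keep all libraries). The highest of these is from glmTreat's test against a log2 fold change of 1. EdgeR also called Psat3g028280 without control replicate 1 (adjusted p = 0.0284). The call of Psat6g113600 was lost without control replicate 3 or CO8-DA replicate 1 or 3 (adjusted p up to 0.0557), and that of Psat5g260880 was lost without CO8-DA replicate 2 or 3 (adjusted p up to 0.0510).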

A few up-regulated genes encoding E3 ubiquitin-protein ligases such as plant U-box (PUB) ubiquitin ligases PUB14-like (Psat6g113600), PUB22-like (Psat5g260880) and PUB23-like (Psat3g028280, Psat6g119200, Psat6g119080) proteins were found in our experiments (**Figure 4** and **Supplementary Figure 4**). Recent studies have revealed that PUB proteins are involved in the negative and positive regulation of defense responses against pathogens (Gonzaílez-Lamothe et al., 2006; Trujillo et al., 2008; Yamaguchi et al., 2017). Since in *Arabidopsis* E3 ubiquitin-protein ligases AtPUB12 and AtPUB13 are involved in the negative regulation of the AtCERK1/AtLYK5 chitin receptor complex through its turnover (Liao et al., 2017; Yamaguchi et al., 2017), the activation of these proteins in pea may also contribute to the transient desensitization of chitin-induced responses. However, this assumption needs to be verified in further experiments.

**Figure 4:**
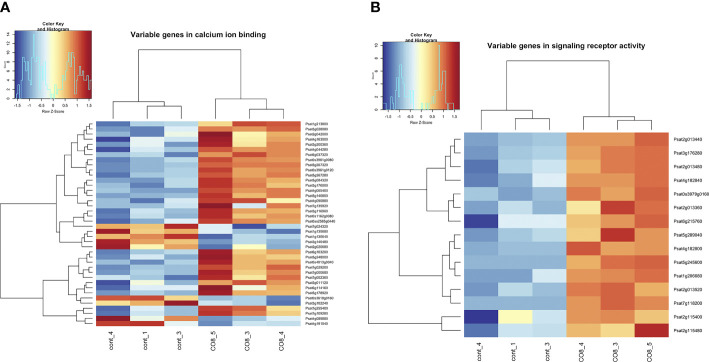
Heatmap of gene expression levels after CO8-DA treatment (3 biological replicas) in comparison to control (Jensen’s medium) (3 biological replicas). The list of genes that changed expression levels and were annotated in Gene Ontology terms as a part of “calcium ion binding” **(A)** and “signaling receptor activity” **(B)** biological processes in pea roots 24 h after treatment.

Active oxygen species (AOS) generated in response to stimuli and during development can function as signaling molecules in plants, leading to specific downstream responses. The gene Psat4g205560 encoding serine/threonine-kinase OXI1-like protein was shown to be induced after CO8-DA treatment (**Figure 4** and **Supplementary Table 2**). 

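Psat4g205560 had 2.57 ± 1.05 CPM in the control and 18.5 ± 3.32 CPM after CO8-DA (SD, n = 3), a log2 fold change of 2.84 (standard error 0.29, edgeR adjusted p = 0.00201). With each library left out in turn its log2 fold change stayed between 2.59 and 3.17 and its adjusted p at or under 0.0140. All of its estimated counts are whole.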

Expression of an *Arabidopsis thaliana OXI1* gene encoding a serine/threonine kinase is induced in response to a wide range of elicitors and other H_2_O_2_-generating stimuli (Rentel et al., 2004). OXI1 is required for full activation of the mitogen-activated protein kinases MPK3 and MPK6 after treatment. Moreover, the activation Psat3g011120 encoding putative respiratory burst oxidase-like protein A (RbohA) in CO8-9 treated roots may be related to H_2_O_2_ generation.

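RbohA (Psat3g011120) had 34.7 ± 10.8 CPM in the control and 71.3 ± 5.77 CPM after CO8-DA (SD, n = 3), a log2 fold change of 1.03 (standard error 0.21, edgeR adjusted p = 0.0314), just above the fold change threshold. The call was lost without control replicate 2 or 3 or any one CO8-DA library (adjusted p up to 0.128). Among the 4 loci of Supplementary Table 2 described as respiratory burst oxidases, a group formed after the values were seen, it was the one called higher. Psat1g135640 and Psat3g140480 were called lower, with log2 fold changes of -1.37 and -2.34 (edgeR adjusted p = 0.0248 and 0.00825), and DESeq2 called 1 higher and 3 lower. The call of Psat3g140480 held with any one library left out, and that of Psat1g135640 was lost without control replicate 3 or any one CO8-DA library (adjusted p up to 0.0999).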

Receptor-like cytoplasmic kinases (RLCKs), which lack extracellular ligand-binding domains, comprise a major class of signaling proteins that regulate plant cellular activities. Among of them, the OsRLCK185 and OsRLCK176 function downstream of CERK1 in the microbial peptidoglycan and fungal chitin signaling pathways that mediate innate immunity (Ao et al., 2014; Wang et al., 2017; Yamaguchi et al., 2017). The homologous RLCK AtPBL27 in *Arabidopsis* participates in the activation of defense genes during response to chitin, peptidoglycan and their derivatives. The expression levels of Psat1g187600, Psat1g187560 transcripts encoding OsRLCK185/AtPBL27-like protein and Psat3g139680 encoding OsRLCK176-like protein were quite high in the CO8-DA-treated and control roots in our experiments, although they did not fall into the group of differentially expressed genes (**Supplementary Table 3**). 

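None of the 3 RLCK loci was called by edgeR, at an unadjusted p under 0.05 with the same fold threshold, or by DESeq2. Psat1g187600 had 19.2 ± 1.81 CPM in the control and 19.3 ± 2.47 CPM after CO8-DA (SD, n = 3), a log2 fold change of 0.02 (standard error 0.14, edgeR adjusted p = 0.965). Psat1g187560 had 31.7 ± 1.26 CPM in the control and 25.0 ± 0.811 CPM after CO8-DA (SD, n = 3), a log2 fold change of -0.34 (standard error 0.09, edgeR adjusted p = 0.0980). Psat3g139680 had 83.1 ± 7.44 CPM in the control and 73.5 ± 6.60 CPM after CO8-DA (SD, n = 3), a log2 fold change of -0.18 (standard error 0.11, edgeR adjusted p = 0.440). By average log2 CPM, 57.5%, 67.0% and 87.4% of the tested genes lie below these loci. The sign of Psat1g187600 changed in some fits, with values between -0.10 and 0.08 when 1 library was left out, so no direction can be read from it.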

Since these protein kinases may be related to endogenous intracellular signaling downstream of CERK1-like receptor, the LYK9, the role of pea AtPBL27/OsRLCK185-like and OsRLCK176-like protein kinases will be verified in our subsequent experiments.

An essential up-regulation of Psat3g028080 transcript encoding calcium-dependent protein kinase may be related to calcium signaling after CO8-DA perception. In addition, stimulation of the Psat7g118200 encoding glutamate receptor-like channel may be related to calcium influx into the cell as previous studies showed (Kwaaitaal et al., 2011). It demonstrates that CO8-DA elicitor might induce elevation in the concentration of free cytosolic calcium (**Figure 4** and **Supplementary Table 2**). Indeed, among differentially expressed genes a lot of calcium-binding proteins were found. 

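Psat3g028080 had 3.82 ± 1.03 CPM in the control and 9.19 ± 0.574 CPM after CO8-DA (SD, n = 3), a log2 fold change of 1.26 (standard error 0.22, edgeR adjusted p = 0.0183). All CO8-DA libraries were above all control libraries. The call was lost without control replicate 2 or any one CO8-DA library (adjusted p up to 0.0821), while the log2 fold change stayed between 1.13 and 1.51.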

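Psat7g118200, whose best match is glutamate receptor 3.4, had 0, 0 and 0 counts in the control libraries and 68, 61 and 83 after CO8-DA. Against the floor of 3 counts over the control group its level was at least 60.0-fold higher after CO8-DA (edgeR adjusted p = 0.00177), and the call held with any one library left out. Estimated counts were not whole in 3 libraries.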

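By description, 31 loci of Supplementary Table 2 name calcium, calmodulin or an EF hand. EdgeR called 25 of them higher after CO8-DA and none lower, with a median log2 fold change of 2.30. At an unadjusted p under 0.05, 29 were higher and 1 lower, and DESeq2 called 29 higher and 2 lower.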

As examples, the Psat5g257040, Psat3g061280, Psat2g004960 encoding calcium-transporting ATPase and Psat3g049400 encoding IQ1 calcium, calmodulin-binding protein were found to be differentially regulated. Moreover, the Psat0s3961g0080, Psat0s3961g0120, Psat5g084320, Psat0ss2585g0440, Psat4g090880, Psat3g200360 encoding EF hand calcium-binding family proteins were also up-regulated after treatment.

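The calcium-transporting ATPase locus Psat5g257040 rose from a low level, with 1.25 ± 0.663 CPM in the control and 67.9 ± 6.71 CPM after CO8-DA (SD, n = 3), a log2 fold change of 5.72 (standard error 0.29, edgeR adjusted p = 0.000213). Psat3g061280 had 17.5 ± 2.11 CPM in the control and 72.9 ± 4.28 CPM after CO8-DA (SD, n = 3), a log2 fold change of 2.06 (standard error 0.12, edgeR adjusted p = 0.000236). Psat2g004960 had 1.48 ± 0.606 CPM in the control and 6.02 ± 0.402 CPM after CO8-DA (SD, n = 3), a log2 fold change of 2.00 (standard error 0.30, edgeR adjusted p = 0.0111), and its call was lost without CO8-DA replicate 1 or 2 (adjusted p up to 0.0530). The other 2 calls held with any one library left out, and the estimated counts of the 3 ATPase loci are whole. Psat3g049400, whose best match in Supplementary Table 2 is a Cys2-His2 zinc finger transcription factor, had 5, 0 and 4 counts in the control libraries and 257, 356 and 419 after CO8-DA.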

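Of the 6 EF hand loci, 5 were called higher by edgeR, and all 6 were when p was adjusted over the list alone. Psat0s3961g0080 and Psat0s3961g0120 had log2 fold changes of 4.49 (standard error 0.52) and 4.49 (standard error 0.43), but their reads were divided with other loci in every library, so they are uncertain as separate genes. Psat5g084320 had 0.362 ± 0.368 CPM in the control and 7.96 ± 2.77 CPM after CO8-DA (SD, n = 3), a log2 fold change of 4.42 (standard error 0.55, edgeR adjusted p = 0.00454), with whole estimated counts. These 3 calls held with any one library left out. Psat0ss2585g0440 rose by 2.25 and Psat3g200360 by 1.51 on the log2 scale (edgeR adjusted p = 0.0123 and 0.0412). The call of Psat0ss2585g0440 was lost without CO8-DA replicate 3 (adjusted p up to 0.0536), and that of Psat3g200360 was lost without control replicate 2 or 3 or any one CO8-DA library (adjusted p up to 0.148). Psat4g090880 had 5, 7 and 11 counts in the control libraries and 29, 19 and 46 after CO8-DA, a log2 fold change of 1.77 (standard error 0.43, edgeR adjusted p = 0.0663), and was called by DESeq2 (adjusted p = 0.0397, with 0.0397 to 0.737 over the alternatives that keep all libraries) but not by edgeR. The highest value is from glmTreat's test against a log2 fold change of 1.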

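The counts of both MAPKKK loci were low. Psat5g044960, the locus of PsMAPKKK5, had 11, 3 and 7 counts in the control libraries and 38, 24 and 65 after CO8-DA, or 0.497 ± 0.251 CPM in the control and 2.60 ± 0.962 CPM after CO8-DA (SD, n = 3). Its difference was called by edgeR's quasi-likelihood test, with a log2 fold change of 2.34 (standard error 0.47, edgeR adjusted p = 0.0324). That call was lost without control replicate 2 or 3 or CO8-DA replicate 1 or 3 (adjusted p up to 0.123), while the log2 fold change stayed between 2.04 and 2.75. DESeq2 also called PsMAPKKK5 (adjusted p = 0.00191), while limma-voom, a further tool, did not (adjusted p = 0.0594). Psat4g086600, the locus of PsMAPKKK20, had 15, 21 and 37 counts in the control libraries and 49, 69 and 114 after CO8-DA, or 1.79 ± 0.816 CPM in the control and 4.66 ± 1.04 CPM after CO8-DA (SD, n = 3). Its log2 fold change of 1.39 (standard error 0.36, edgeR adjusted p = 0.0768) did not pass the correction over all tested genes, although all CO8-DA libraries lay above all control libraries. When p was adjusted over the list alone, PsMAPKKK20 passed (edgeR adjusted p = 0.00491). DESeq2 called it (adjusted p = 0.0167, with 0.0167 to 1.00 over the alternatives that keep all libraries). The upper limit is from glmTreat, which tests against a log2 fold change of 1, so it does not bear on whether the locus changed. In edgeR's fits with 1 library left out PsMAPKKK20 was never called, with adjusted p from 0.0593 to 0.194. Its estimated counts are not whole in any library, so part of its reads was shared with another locus.

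**Figure D2:**
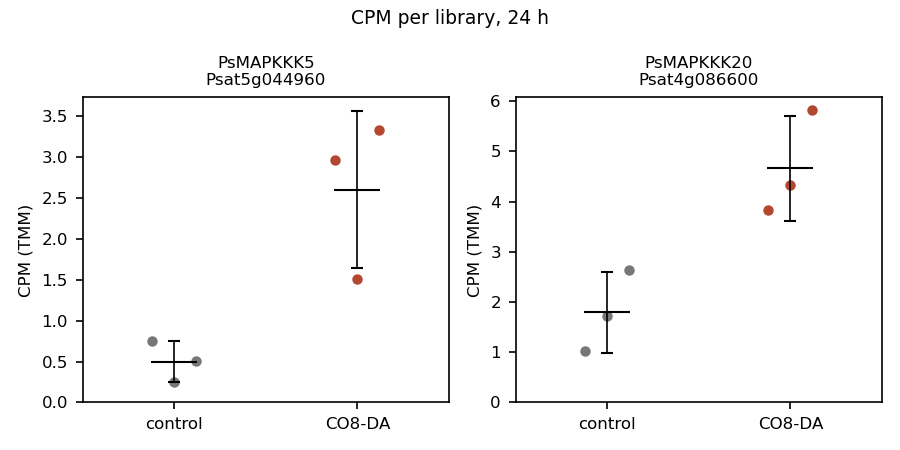
CPM on the TMM scale (vertical axes, starting at 0) of PsMAPKKK5 and PsMAPKKK20 in each of the 3 control and 3 CO8-DA libraries, with points for libraries, horizontal marks for means and bars of 1 SD. In both panels the 3 CO8-DA points lie above the 3 control points.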

Another type of intracellular regulators appearing as mitogen-activated protein kinase kinase kinases (MAPKKKs) such as Psat5g044960 encoding PsMAPKKK5 and Psat4g086600 encoding PsMAPKKK20 were revealed to be stimulated (**Figure 4** and **Supplementary Table 2**). These proteins showed a high level of homology with genes encoding MAPKKKs in *Arabidopsis*, rice, tobacco and model legume *Medicago truncatula* (**Figure 5**). Therefore, analysis showed that typical regulators of intracellular signal transduction pathways involved in triggering of plant responses *via* CERK1 receptors in *Arabidopsis* and rice may also be recruited in legume pea plants. Activation of several MAPKKKs indicates that these regulators might function redundantly in chitin/COs signaling. It is important to note, that pea PsMAPKKK5 protein showed the highest homology level with *Arabidopsis* AtMAPKKK5 and rice OsMAPKKK18, OsMAPKKK11 involved in chitin and COs perception (**Figure 5**) (Rao et al., 2010; Yamada et al., 2016; Kawasaki et al., 2017; Wang et al., 2017; Yamada et al., 2017). Another PsMAPKKK20 protein belongs to previously unstudied type of MAPKKKs. The AtMAPKKK5 and OsMAPKKK18, OsMAPKKK11 from *Arabidopsis* and rice were shown to be up-regulated in response to chitin/COs treatment and involved in subsequent phosphorylation of downstream MAPKK and MAPK signal regulators (Yamada et al., 2016; Kawasaki et al., 2017; Yamada et al., 2017). Since we also observed the up-regulation of *PsMAPKKK5* and *PsMAPKKK20*, this was in line with previous results.

**Figure 5:**
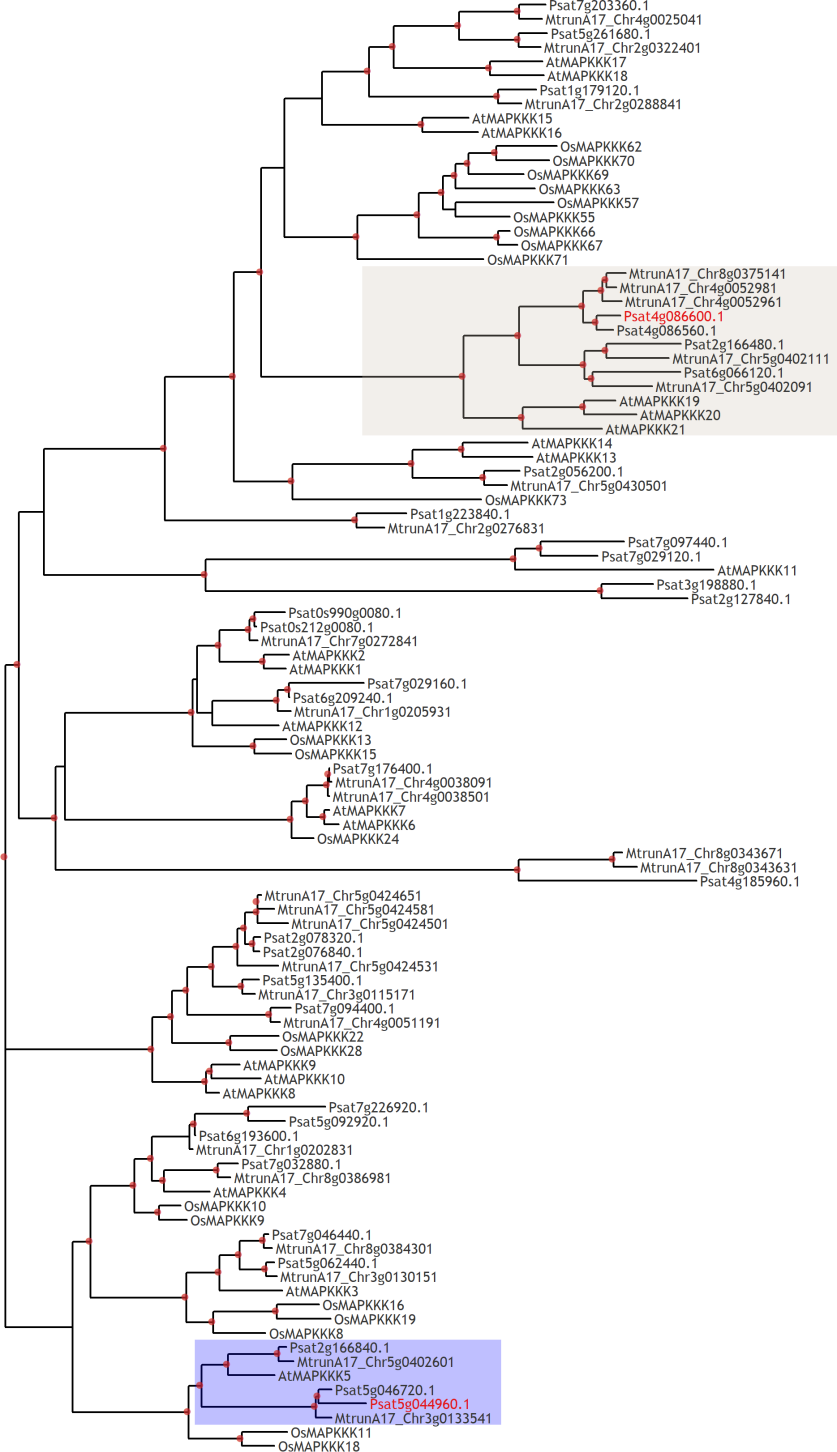
Phylogenetic tree constructed by the Maximum Likelihood method based on amino acid sequences of MAPKKKs from *Arabidopsis thaliana*, rice *Oryza sativa* and legumes: *Medicago truncatula*, *Pisum sativum*. Red dots indicate branch support more than 80 based on 1000 bootstrap replicates. Red labels show genome identifiers of PsMAPKKK5 (Psat5g044960) and PsMAPKKK20 (Psat4g086600).

### Searching the components of chitin/COs-triggered MAP kinase cascade activation

To address whether PsMAPKKK5 and PsMAPKKK20 are involved in CO8-DA-induced defense activation, the searching of downstream targets such as MAP kinase kinases (MAPKKs) (**Figure 6**) was performed. To demonstrate direct interaction between MAPKKKs with their substrates, the MAPKKs, we expressed the full-length PsMAPKKK5 and PsMAPKKK20 in *Escherichia coli* as recombinant proteins fused to the N-terminus of 6xHIS (**Figures 7A, B**), and loaded them onto the columns with immobilized anti-6xHIS antibodies for co-immunoprecipitation (Co-IP). In the pea genome six genes encoding MAPKK were identified (**Figure 6**). All these six pea MAPKK such as PsMAPKK1, PsMAPKK2, PsMAPKK3, PsMAPKK4, PsMAPKK5 and PsMAPKK6 were expressed fused with 3xFLAG and used for Co-IP onto the columns with immobilized anti-6xHIS antibodies (**Figures 7A, B** and **Supplementary Figure 5**). Additionally, the Co-IP on the columns with immobilized anti-FLAG antibodies was also carried out for PsMAPKK1, PsMAPKK2, PsMAPKK3, PsMAPKK4, PsMAPKK5, PsMAPKK6 fused with 3xFLAG and PsMAPKKK5 fused with 6xHIS (**Figure 7D**). The Co-IP assays showed that both PsMAPKKK5 and PsMAPKKK20 were able to directly and strongly interact with PsMAPKK6 and showed only weak interaction with other PsMAPKKs (**Figures 7A, B, D**). The control experiments were also performed to test the non-specific binding of proteins with both type of beads (**Supplementary Figure 6**). Although we failed to detect it for almost all proteins, some non-specific binding was found for PsMAPKK6 on beads with immobilized anti-HIS antibodies (**Supplementary Figure 6**). To confirm the real interaction between two PsMAPKKKs and PsMAPKK6, the HIS-tagged PsMAPKK6 was also obtained in *E. coli* and tested with FLAG-tagged PsMAPKKK20 (**Figure 7C**). After Co-IP using anti-HIS beads, both proteins were found in eluted fraction. These results confirmed the interaction between tested proteins (**Figure 7C**). Therefore, our experiments showed the potential targets of two MAPKKKs during signal transduction in response to CO8-DA perception by pea plants.

**Figure 6:**
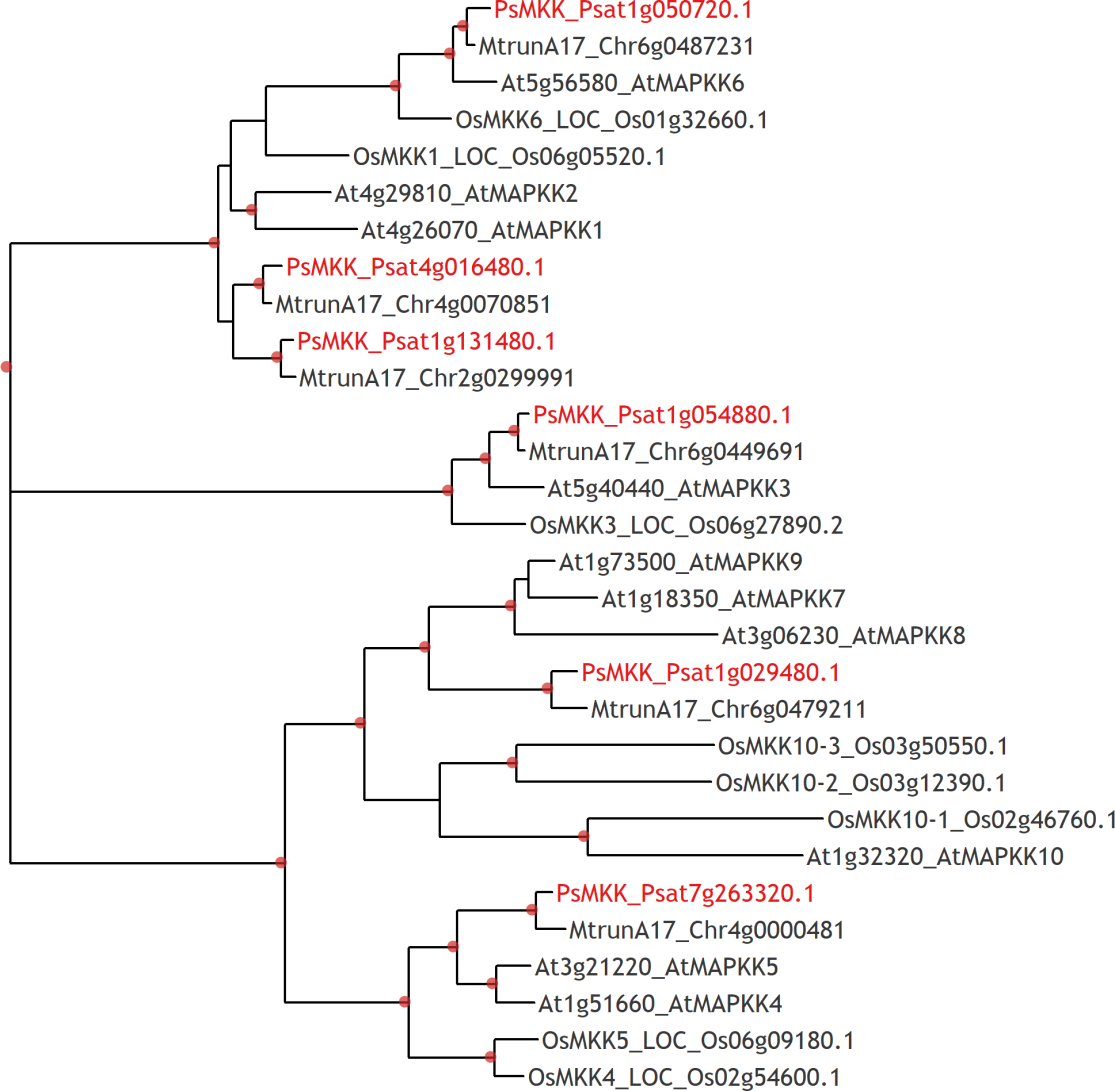
Phylogenetic tree constructed by the Maximum Likelihood method based on amino acid sequences of MAPKKs from *Arabidopsis thaliana*, rice *Oryza sativa* and legumes: *Medicago truncatula*, *Pisum sativum*. Red labels show genome identifiers of PsMAPKK6 (Psat1g029480), PsMAPKK2 (Psat4g016480), and PsMAPKK1 (Psat1g131480).

**Figure 7:**
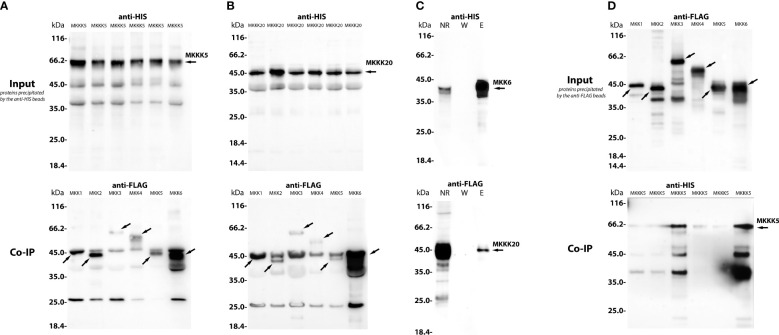
The co-immunoprecipitation of PsMAPKKK5, PsMAPKKK20 and PsMAPKK1, PsMAPKK2, PsMAPKK3, PsMAPKK4, PsMAPKK5, PsMAPKK6 from *P. sativum* cv. Finale. A heterologous protein expression was carried out in *Escherichia coli* C41, allowing high levels of expression of all proteins of interest fused to 6xHIS or 3xFLAG tag **(A–D)**. The lysates containing HIS-tagged and FLAG-tagged proteins were co-incubated with beads for 1 – 1.5 h on ice and then were loaded onto a µMACS column placed in the magnetic stand. After washing 3 - 4 times, the elution was done with a denaturing elution buffer followed by Western-blot analysis. In panels **(A, B)**, the HIS-tagged proteins (PsMAPKKK5, PsMAPKKK20) and FLAG-tagged proteins (PsMAPKK1, PsMAPKK2, PsMAPKK3, PsMAPKK4, PsMAPKK5, PsMAPKK6) were precipitated by anti-HIS magnetic beads **(A, B)**. In panel **(C)**, the PsMAPKK6 HIS-tagged protein and PsMAPKKK20 FLAG-tagged protein were also precipitated by anti-HIS beads **(C)**. In panel **(D)**, the FLAG-tagged proteins (PsMAPKK1, PsMAPKK2, PsMAPKK3, PsMAPKK4, PsMAPKK5, PsMAPKK6) and PsMAPKKK5 HIS-tagged protein were precipitated by anti-FLAG beads **(D)**. (NR – non retained fraction, W – washing, El – elution). The molecular weight of MKKK5 is about 65 kDa, while the weight of MKKK20 is about 45 kDa **(A, B)**. The molecular weight of MKK1 is about 45 kDa, MKK2 – 43 kDa, MKK3 – 65 kDa, MKK4 – 55 kDa, MKK5 – 43 kDa and MKK6 – 43 kDa **(C, D)**. The assays revealed the strong interaction between PsMAPKKK5 and PsMAPKK6 **(A)** as well as PsMAPKKK20 and PsMAPKK6 **(B–D)**, while both PsMAPKKK5 and PsMAPKKK20 showed only weak interactions with other PsMAPKKs.

It was previously shown that the CERK1-like receptors in model legume plants *M. truncatula* (MtLYK9) and *Lotus japonicus* (LjCERK6) are able to activate MAPK3/MAPK6 after COs perception (Bozsoki et al., 2017; Gibelin-Viala et al., 2019). Indeed, using specific anti-phospho-p44/42 MAPK antibodies the phosphorylation of PsMAPK3/PsMAPK6 in pea in response to CO8-DA treatment was also revealed in our experiments (**Figure 8**).

**Figure 8:**
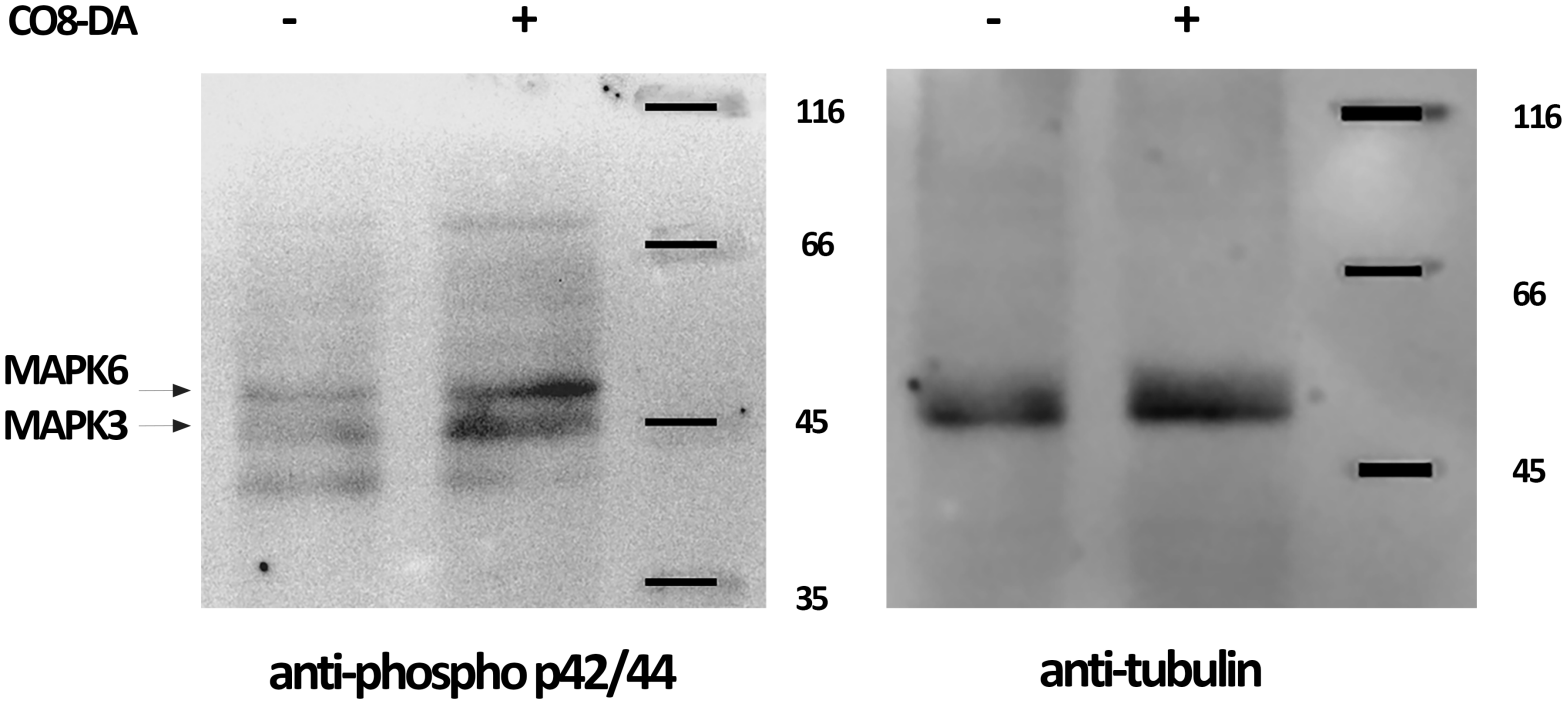
CO8-DA-induced MAPK3/6 phosphorylation in *Pisum sativum* cv. Finale. Plant treatment was done with 10^-5^ M CO8-DA (+) as elicitor for 15 min and 0.5x Jensen’s medium (-) as a control in glass jars. Western-blots were done to visualize the phospho-MAPK3/6 and tubulin bands using anti–phospho-p44/42 MAPK and anti–α/β-tubulin antibodies.

### Analysis of involvement of MAPKKK in plant resistance to pathogens

To further verify the role of MAPKKKs in pea plant response to CO8-DA found in transcriptome assay, the RNAi based experiments were performed. We focused on gene encoding PsMAPKKK20, because it belongs to another type of MAPKKKs not previously studied in plants. To better understand the role of this signal component in plants, the suppression of *PsMAPKKK20* was done using RNA interference and showed to be around 50 – 60% in comparison to control plants transformed with *GUS* gene under 35S promoter (GUS-overexpression, GUS-OE) (**Figures 9A,B**). Infection of these composite plants with phytopathogenic fungi *Fusarium culmorum* 891 and 334 strains differing in aggressiveness showed increased susceptibility of *PsMAPKKK20-*RNAi pea plants to pathogens, especially to highly aggressive 334 fungal strain (**Figure 9C**). Therefore, the silencing of *PsMAPKKK20* by RNAi enhances susceptibility to infection. It suggests that stimulated CO8-DA elicitor treatment *PsMAPKKK20* can be involved in the regulation of pea plant resistance to pathogens.

**Figure 9:**
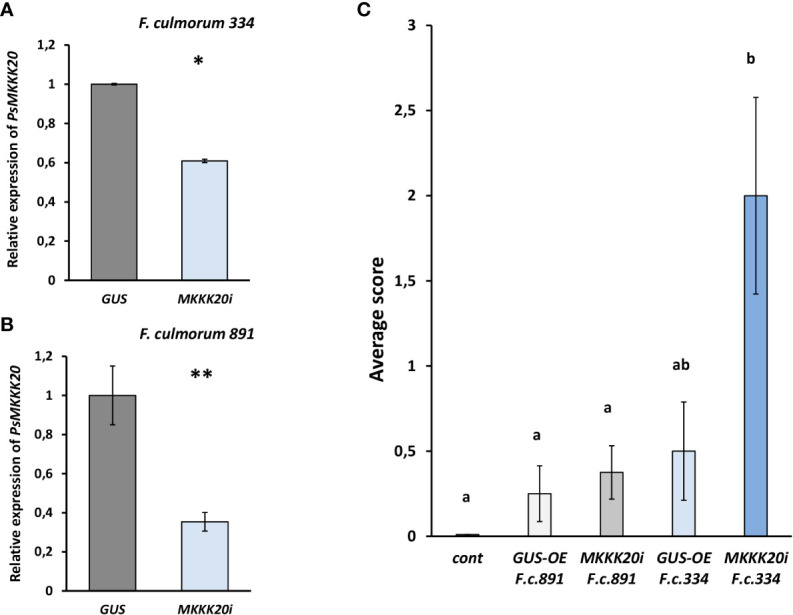
The effect of *PsMAPKKK20* gene suppression on resistance to the pathogenic fungus *Fusarium culmorum* highly aggressive 334 **(A)** and weakly aggressive 891 strains **(B)** in *Pisum sativum* cv. Finale plants. Composite plants with the *PsMAPKKK20* gene suppression in transgenic roots (*PsMAPKKK20-RNAi*) were compared with control plants with β-glucuronidase gene overexpression (*GUS-OE*). Analysis was performed two weeks after infection with *F. culmorum*. Approximately 50 - 60% suppression of the *PsMAPKKK20* gene in the transgenic roots of pea was revealed **(A, B)**. One-way ANOVA test was used to compare gene expression levels. The resistance to infection in transgenic roots of *PsMAPKKK20*-RNAi plants was significantly reduced in comparison to *GUS-OE* control **(C)**. Two biological replicates were analyzed for *P. sativum*, each containing 10 – 15 plants per variant. Totally about 40 and 30 transgenic fluorescent roots of *PsMAPKKK20*-RNAi and *GUS-OE* plants, correspondingly, were included in the analysis. Kruskal-Wallis test (R-studio) was used to compare infection scores in *PsMAPKKK20*-RNAi and *GUS-OE* variants. Values are means ± SEM. *, values with various letters are significantly different at P < 0.05; **, significant difference at P < 0.01.

## Discussion

Since our experiments were aimed at clarifying the molecular and cellular modes of action of COs in crop legume *P. sativum* L., we investigated the transcriptional changes in control and treated pea roots *via* RNA sequencing. Here we describe the pathways and mechanisms triggered by CO8-DA and operating in crop legume plant *P. sativum* L.

Taken together, our results point to a rapid and significant activation of pea genes involved in regulation of host defense responses, induced by CO8-DA, in accordance with previous findings for chitin-related compounds in *Arabidopsis*, rice, potato, tea (Chen et al., 2020; Lemke et al., 2020; Siriwong et al., 2021; Ichimaru et al., 2022; Ou et al., 2022). We have shown that a set of genes encoding specific enzymes involved in the biosynthesis of phytoalexins and other secondary metabolites was up-regulated in response to CO8-DA, that was in line with previous findings in other plants (Vasyukova et al., 2001; Khan et al., 2003; Zhang et al., 2020). The pea plant treatment with CO8-DA stimulated the synthesis of such components as lignins, reinforcing the cell wall. Similar effect of COs was previously shown in rice and tea (Siriwong et al., 2021; Ou et al., 2022).

At the same time, one of the most important aims during screening of differentially expressed genes may be searching for the specific genes responsible for plant resistance activation to pathogens. Since these genes may be the subject of direct genetic manipulations to increase plant crop stability. Indeed, some genes encoding disease resistance proteins such as Psat7g105600, Psat4g088560, Psat7g083880 were identified in our experiments as probable orthologs of genes previously found and well-studied in *Arabidopsis* (At5g15730, At5g66900, At1g18390). 

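Psat7g083880 had 1.03 ± 0.326 CPM in the control and 3.49 ± 0.693 CPM after CO8-DA (SD, n = 3), a log2 fold change of 1.75 (standard error 0.32, edgeR adjusted p = 0.0220). The call was lost without control replicate 3 or any one CO8-DA library (adjusted p up to 0.0838), while the log2 fold change stayed between 1.52 and 1.88. Its estimated counts are whole in all libraries.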

The information about homologous genes in *Arabidopsis* indicates their involvement in a positive regulation of resistance to biotic and abiotic stress responses. Therefore, these genes are potential targets for increasing legume plant resistance to pathogens.

Based on our transcriptomic analysis there is some evidence that CO8-DA elicitor may stimulate expression of genes encoding NBS-LRRs or NLRs, thereby increasing plant immune response. In susceptible plants, pathogens inject effectors into the host cell to prevent the immune response. In contrast, recognition of effectors by NLRs leads to ETI activation resulting in the “hypersensitive response” followed by death of the host cell and restriction of pathogen growth (Heath, 2000; Jones and Dangl, 2006). Recent studies showed that heterologous expression of the *NBS-LRR* genes may significantly enhance pathogen resistance in recipient plants (Li et al., 2018). It demonstrates that application of CO elicitors for stimulation of these genes may be considered as a promising tool for manipulation with plant resistance.

The results demonstrate that CO8-DA treatment may affect the hormonal status of pea plants. We have shown that ethylene mediated signaling pathway is up-regulated by CO8-DA. Moreover, a number of genes related to jasmonic acid (JA) and salicylic acid (SA) signaling events were found to be differentially regulated. Analysis of literature data suggests that these pathways are required for plant defense response development as it was shown previously for other plants (Jwa et al., 2002; Miller et al., 2017).

Calcium signaling plays a key role in plant responses to environmental stimuli. In *Arabidopsis*, stimulation of PRRs by MAMPs (flg22, elf18, chitin/COs) results in a rapid transient influx of extracellular Ca^2+^ into the cytosol, followed by the activation of receptor-like cytoplasmic kinases and mitogen-activated protein kinases (Ranf et al., 2011; Bigeard et al., 2015). Indeed, our results suggest the existence of a signaling pathway from CERK1-like receptor, the LYK9, to intracellular activation of calcium signaling and an MAPK cascade in response to treatment in pea *Pisum sativum* L. Perception of CO8-DA by pea plant induced the expression of genes related to regulation of calcium signaling in the cells. Among them, the gene encoding glutamate receptor-like channel and calcium-dependent protein kinase were found in our experiments. Here we found two MAPKKKs, the PsMAPKKK5 and PsMAPKKK20, which might function redundantly in the chitin/COs signaling pathway. At the next step, the PsMAPKK6 plays the most important role in the signal transduction pathway that is followed by PsMAPK3/PsMAPK6 activation. In accordance with this suggestion, we showed that *PsMAPKKK20*-RNAi knockdown may decrease chitin-induced defense marker activation and resistance to pathogenic *Fusarium* fungus.

These results were consistent with those in *Arabidopsis* and rice, where CERK1 elicitation was able to activate signal transduction, including calcium-regulated channels, receptor-like cytoplasmic kinases and mitogen-activated protein kinases, which might regulate the plant resistance. Previously, receptor-like cytoplasmic kinase AtPBL27 was reported to connect CERK1-mediated chitin/COs perception to MAPK cascade activation (AtMAPKKK5) in *Arabidopsis* (Shinya et al., 2014; Yamada et al., 2017). In rice, OsRLCK185 and OsRLCK176 might function redundantly and activate OsMAPKKK18 and OsMAPKKK11, rice orthologs of AtMAPKKK5, in the OsCERK1-induced chitin and peptidoglycan signaling pathways (Ao et al., 2014; Wang et al., 2017; Yamada et al., 2017; Yamaguchi et al., 2017). Therefore, our findings suggest that in pea the calcium signaling regulators and MAPK cascade activated by CO8-DA induce immune responses by phosphorylating a complex of downstream targets.

## Data availability statement

The data presented in the study are deposited in the NCBI repository, accession number GEO Submission (GSE218057).

## Author contributions

PK: Investigation, writing original draft preparation, methodology, and data analysis. OP: Investigation, heterologous protein synthesis, co-immunoprecipitation, library preparation. EK: Investigation, plant transformation, and library preparation. AB: Investigation, heterologous protein synthesis, and co-immunoprecipitation. AVD: Genome-based searching, analysis and graphic output of phylogenetic trees. SS: Methodology and cloning. AMD: Methodology and cloning. ED: Conceptualization, writing and editing, and supervision. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Transcriptomic analysis of pea plant responses to chitooligosaccharides’ treatment revealed stimulation of mitogen-activated protein kinase cascade
**Source:** Front Plant Sci. 2023 Mar 8;14:1092013. doi: 10.3389/fpls.2023.1092013
**Supplement:** Supplementary file 1

**Table S1**. List of primers

| PsMAPKKK20-RNAi_F_attB1 | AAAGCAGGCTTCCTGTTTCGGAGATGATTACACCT |
| --- | --- |
| PsMAPKKK20-RNAi_F_attB2 | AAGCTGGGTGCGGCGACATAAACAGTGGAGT |
| PsMAPKKK5_pRSETa_BglII_F | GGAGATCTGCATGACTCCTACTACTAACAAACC |
| PsMAPKKK5_pRSETa_EcoRI_R | GGGAATTCCTCAAAACATGGAAGTGGT |
| PsMAPKKK20_pRSETa_BamHI_F | GGGGATCCGATGGATTGGGTACGAGGAG |
| PsMAPKKK20_pRSETa_EcoRI_R | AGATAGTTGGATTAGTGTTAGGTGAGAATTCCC |
| PsMAPKK1_pRSETa_XhoI_F | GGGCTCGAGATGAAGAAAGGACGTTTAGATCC |
| PsMAPKK1_pRSETa_EcoRI_R | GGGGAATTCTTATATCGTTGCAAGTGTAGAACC |
| PsMAPKK2_pRSETa_BamHI_F | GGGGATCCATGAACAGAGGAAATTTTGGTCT |
| PsMAPKK2_pRSETa_EcoRI_R | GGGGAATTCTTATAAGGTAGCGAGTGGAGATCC |
| PsMAPKK3_pRSETa_SacI_F | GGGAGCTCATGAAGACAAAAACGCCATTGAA |
| PsMAPKK3_pRSETa_EcoR1_R | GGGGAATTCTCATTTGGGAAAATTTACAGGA |
| PsMAPKK4_pRSETa_XhoI_F | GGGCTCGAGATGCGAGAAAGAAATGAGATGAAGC |
| PsMAPKK4_pRSETa_HindIII_R | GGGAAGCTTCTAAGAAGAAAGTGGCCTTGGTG |
| PsMAPKK5_pRSETa_XhoI_F | GGGCTCGAGATGTCTGGTTTAGAGGAGTT |
| PsMAPKK5_pRSETa_PstI_F | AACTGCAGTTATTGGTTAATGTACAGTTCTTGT |
| PsMAPKK3_pRSETa_XhoI_F | GGGCTCGAGATGGCGCTCGTCCAC |
| PsMAPKK3_pRSETa_EcoRI_F | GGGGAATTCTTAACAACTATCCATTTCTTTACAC |
| Ubiquitin_PCR_F | ATGCAGATC/TTTTGTGAAGAC |
| Ubiquitin_PCR_R | ACCACCACGG/AAGACGGAG |
| PsMAPKKK20_PCR_F | CGCCGATGATACCCGAAGAT |
| PsMAPKKK20_PCR_R | CTACACGCGAAAAAGAACAAGAAT |

How the deposited data were processed for this re-analysis (not part of the article)

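The RNA-seq experiment compared roots of pea seedlings kept for 24 h with 1e-05 M CO8-DA with roots kept in the control medium, with 3 libraries in each group. The estimated counts were made by the authors, who trimmed the paired reads with Trimmomatic, aligned them with bowtie2 to the pea genome v1a and counted them per gene with RSEM, and they are used as deposited, without normalization. RSEM divides reads that fit several loci between them, so an estimate that differs from a whole number by 0.005 or more was read as a sign of shared reads. Such estimates occur at 8781 of the 44756 loci.

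Each of the 6 libraries was assigned to its group and replicate number from the sample titles. The totals of the estimated counts lay between 12315774 and 19534336, with a median of 14484749 in the control and 15527374 after CO8-DA. A floor of 3 counts over a group was used for loci with 0 control counts, and the exact conditional binomial interval at 95% for loci with 1 to 3. Floors and intervals cover counting error only, since the reads carry no molecular identifiers.

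The counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr with default settings, glmQLFit without robust estimation, glmQLFTest). Every p called an edgeR adjusted p is from this quasi-likelihood test, with Benjamini-Hochberg adjustment over the 21293 tested genes. The common dispersion was 0.0354 and the prior degrees of freedom 3.86. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. All tests of genes and of mean scores are two-sided. Levels are means and SD of CPM on the TMM scale.

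The first principal component was taken from log2 CPM with a prior count of 2. The difference of mean scores was tested with an exact permutation test over all regroupings of the libraries. Loci that lie next to each other were taken from the numbers in their identifiers, which are assumed to follow the chromosome. Their share was compared with 10000 random draws of tested loci matched on expression in 10 bins, one-sided, by counting draws with a share at least as high.

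The loci named in the text are all 93 that the paper names, together with the 5 highest and the 5 lowest log2 fold changes among called genes with an average log2 CPM of at least 2 and no overlap between groups. Most of the paper's loci had values in its supplementary tables that were seen first. Loci named outside this rule are said to be picked out after their values were seen. Of the 93, the paper lists 84 as changed after treatment.

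Descriptions and Gene Ontology text come from Supplementary Table 2, which covers the paper's own 886 genes. The keywords were fixed before the data were examined, except for respiratory burst oxidases, aquaporins with other major intrinsic proteins, nutrient transporters and pectinesterases. Counts by keyword have no test, because the annotation gives no background. Medians of the higher loci of each keyword were the same with loci of 0 control counts at their bound and loci of 1 to 3 at their ratio of counts.

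The alternatives, all set before the data were examined, were DESeq2 1.42.0, limma-voom (limma 3.58.1), edgeR's glmTreat, robust estimation, DESeq2 size factors, upper quartile scaling, library totals, 3 other filters on low counts, 3 other thresholds, unrounded counts, libraries thinned to the smallest, one locus of each set with identical counts, blocks by replicate or library number, and each library left out in turn. The fold changes of the block by library number rest only on libraries whose number occurs in both groups. Ranges over the alternatives that keep all libraries include that block and glmTreat, whose p is against a log2 fold change of 1. The tools were tested on simulated data with 200 changed genes. These counts were drawn independently from the dispersions that edgeR fitted here. Tables and plots were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

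The copy of Supplementary Table 3 at hand holds 1999 of 27303 lines and was used only to compare scaling and standard errors. The quantitative PCR, protein interaction, immunoblot and RNA interference experiments were not analysed here.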

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

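The tests on peroxidases and the groups of respiratory burst oxidases and nutrient transporters, with the single loci named from them and from the aquaporins, were chosen only after the results were seen. The loci with the highest and lowest fold changes were named by the rule set beforehand.

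The paper discusses peroxidases that rise, and 10 loci described as peroxidases were called lower by edgeR's quasi-likelihood test, beside 9 called higher. The loci annotated with peroxidase activity are another set, whose lower loci include the respiratory burst oxidases Psat1g135640 and Psat3g140480. Of the loci described as peroxidases, DESeq2 called 13 lower and 10 higher. The median log2 fold change of the 10 that edgeR called lower was -1.92. Library scaling moves all loci alike and is argued against as the whole cause, since the 10 fell by between -1.03 and -4.82, with a chi-square per degree of freedom of 12.0 around a common shift. Reads shared between paralogs were tested. In 5 of the 10 loci the estimated counts are whole in all 6 libraries (tolerance 0.005), which argues against divided reads for these 5 and leaves them open for the other 5. Of the 10 calls, 8, 8 and 5 were made without control replicates 1, 2 and 3, and 6, 4 and 3 without CO8-DA replicates 1, 2 and 3. A fall of part of the peroxidase family within 24 h of CO8-DA may be a response to the treatment, beside what is left open above. A difference in tissue make-up between the pools of roots was not tested.

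Other loci that fell lie outside the genes the paper discusses. Of the respiratory burst oxidases, 1 was higher and 2 were lower with edgeR, against 1 and 3 with DESeq2. The 2 were Psat1g135640 with a log2 fold change of -1.37 (standard error 0.26, edgeR adjusted p = 0.0248) and Psat3g140480 with -2.34 (standard error 0.33, edgeR adjusted p = 0.00825). Without control replicate 3 or any one CO8-DA library, 1 of the 2 was called. All 3 loci described as aquaporins were lower with edgeR and DESeq2, Psat2g034560 at -1.37, Psat1g141880 at -1.32 and Psat2g177040 at -1.10 on the log2 scale. Psat2g034560 is abundant, at 1311 ± 241 CPM in the control and 506 ± 31.5 CPM after CO8-DA (SD, n = 3). The number of these 3 called was 2, 3 and 2 without control replicates 1, 2 and 3 and 1 without each CO8-DA library. The 8 nutrient transporters went both ways, with 3 higher and 4 lower by edgeR and 3 and 5 by DESeq2. The 4 lower ones were the nitrate transporters Psat4g061680 and Psat7g149120 at -1.86 and -1.57, the sulfate transporter Psat1g217400 at -1.58 and the phosphate transporter Psat6g110760 at -2.29. Of these 4, 2 were called without control replicate 3 or CO8-DA replicate 3, and 1 without CO8-DA replicate 1 or 2. Reads of Psat1g135640, Psat1g141880, Psat2g177040, Psat4g061680, Psat7g149120 and Psat1g217400 were divided with other loci in every library, so for these shared reads stay open. No further explanation was tested.

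Among called genes with an average log2 CPM of at least 2, the highest fitted log2 fold changes outside the paper's list were 10.32 in Psat5g100920, 7.21 in Psat4g207840 and 7.03 in Psat7g065080. Their fitted values depend on the prior count, because the control counts are 0, 2 and 3 over the group. Psat5g100920 was at least 148-fold higher against a floor of 3 counts over the group. The ratio was 178 for Psat4g207840, described as an ethylene response factor (exact counting interval 48.9 to 1474), and 144 for Psat7g065080 (48.9 to 699.7). All 3 were called with any one library left out and have whole estimated counts, so divided reads and a single library are argued against. No biological explanation beyond the treatment was tested.

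At an average log2 CPM of at least 2, the lowest log2 fold changes among called genes were -5.49 in Psat5g130360, -4.82 in Psat7g229840, -4.58 in Psat4g002080, -4.54 in Psat6g042680 and -4.45 in Psat0s301g0160. Psat7g229840 and Psat4g002080 are described as peroxidases, Psat0s301g0160 as expansin A10 and Psat6g042680 as uncharacterized, and Psat5g130360 has no description. Psat5g130360 was not called by DESeq2 (adjusted p = 0.0917, with 0.00626 to 0.0917 over the alternatives that keep all libraries). Limma-voom did not call Psat7g229840, Psat4g002080 or Psat0s301g0160 (adjusted p = 0.0542, 0.0824 and 0.0896), which DESeq2 called. Psat5g130360 and Psat6g042680 were called by limma-voom. With robust estimation or the block by replicate number Psat0s301g0160 was not called either. In all 5 loci control replicate 2 was the highest control library by CPM, in Psat6g042680 by little, with 27.4 against 26.9 in control replicate 3. The call of Psat5g130360 was lost without CO8-DA replicate 2 or 3 and that of Psat7g229840 without CO8-DA replicate 3, with adjusted p up to 0.0701 and 0.0568. The calls of Psat4g002080 and Psat0s301g0160 were lost without control replicate 2 or 3 or CO8-DA replicate 2 or 3, with adjusted p up to 0.121 and 0.167. Without CO8-DA replicate 1 the log2 fold changes of these 4 loci were -10.40, -5.51, -6.13 and -7.26, and without control replicate 2 they were -4.94, -4.17, -3.80 and -3.69. The -10.40 of Psat5g130360 is a fitted value and no measured fold, since its remaining CO8-DA counts are 0 and 0. Psat6g042680 was called in every such fit. Over all called lower genes control replicate 2 was the highest control library in 43 of 105, and without it 110 genes were called lower, 65 of them among the 105. What sets control replicate 2 apart for these loci was not tested.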

How the results depend on the processing

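All alternatives here were set before the data were examined, and no test was chosen after its result was seen.

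With edgeR's quasi-likelihood test 666 genes were called, 561 higher and 105 lower, and 71 of the 84 loci that the paper lists were called higher. With limma-voom, robust estimation, DESeq2 size factors, upper quartile scaling, library totals, the 3 other filters, unrounded counts, thinned libraries or one locus of each identical set, the number called lay between 621 and 736, higher genes between 528 and 605, lower genes between 82 and 131 and listed loci between 67 and 76. DESeq2 called 891 genes, 196 of them lower, and 83 listed loci. The median log2 fold change of all tested genes lay between -0.02 and 0.01 under the 4 scalings.

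Changed thresholds moved the counts by construction. Tested against a log2 fold change of 1 with glmTreat, 233 genes were called, 220 higher and 13 lower, with 35 listed loci. At an adjusted p under 0.01 there were 315, 289 higher and 26 lower, with 38 listed loci. At an unadjusted p there were 1120, 291 of them lower, and without the fold threshold 256 were lower.

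Each library left out also leaves fewer libraries for the test. Without 1 library the number called lay between 371 and 943, higher genes between 338 and 778, lower genes between 33 and 165, and listed loci between 42 and 70. Without control replicates 1, 2 and 3 edgeR called 943, 560 and 466 genes, and without CO8-DA replicates 1, 2 and 3 it called 404, 371 and 383. Only the fit without control replicate 1 called more genes than all libraries together, and the cause was not tested.

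The paper states no pairing of the libraries by replicate number, and the values leave it open. Across 16297 genes, the deviations of the control and CO8-DA library of the same number from their group means correlated at 0.288, 0.0309 and 0.169. Not all of these are above 0.1, the limit set beforehand. Pairs of unlike number lay between -0.239 and 0.125. With the replicate number as a block 706 genes were called. With the library number as a block, where only 2 numbers occur in both groups, 1094 were called, 888 higher and 206 lower. Control replicate 1 and CO8-DA replicate 3 carry numbers of their own there, so their block terms fit them exactly. The fold changes of that fit rest on the 2 pairs, which correlated at 0.0309 and -0.167. Its higher number of calls is therefore no result of all libraries. What else raised the number was not tested.

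Of the named loci, 3 changed sign, and none of these was called in any setting. The log2 fold change of Psat1g187600 was -0.029 with the block by library number and lay between -0.096 and 0.083 with 1 library left out, being -0.054 without control replicate 3 and -0.096 without CO8-DA replicate 3. That of Psat1g054880 lay between -0.036 and 0.15, being -0.030 without control replicate 2 and -0.036 without CO8-DA replicate 1. That of Psat1g029480 was 0.40 with the block by library number and lay between -0.94 and 0.13, being 0.13 without control replicate 1. The cause was not tested. No listed locus changed sign in any setting.

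The first principal component held between 52.3% and 76.3% of the variance under the alternatives and between 52.7% and 62.1% with 1 library left out, with the groups apart each time. The 2 called loci with identical counts stayed 2 under both alternatives. The share of neighbouring called loci was 13.7%, 18.8% with the next 3 loci and 13.7% with one locus of each identical set, and 4.40% for the genes called lower, against a mean of 0.474% in the draws for these (one-sided permutation over genes, p = 0.0009). Of 66 counts by keyword and direction, 51 were within 1.5 times under DESeq2 and 15 were not.

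Depth limits the loci near zero. Of the listed loci 4 fell under the filter, all with 0 to 2 control counts. In simulated data edgeR called 89.0% of 200 changed genes, DESeq2 91.0%, limma-voom 87.0% and glmTreat 50.5%.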

Differences from the paper's values

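No test in this part was chosen after its result was seen.

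For the number of genes lower after CO8-DA, the paper's value is 193 and the value here is 105. Among the alternatives set before the data were examined, the value was within 1.5 times of the paper's with DESeq2 (196), with no filter on low counts (131), with no fold change threshold (256), with a block by library number (206) and without control replicate 1 (165). It was not under the others. The paper's methods name DESeq2. The paper's values of 886 genes in all and 693 higher are within 1.5 times of the 666 and 561 found here, and DESeq2 gave 891 and 695.

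The paper's Supplementary Table 2 holds 886 loci, of which 884 were called here by DESeq2 and 660 by edgeR's quasi-likelihood test. Of the rest, 36 were not tested by edgeR and 190 were tested and not called, all because of the adjusted p (median 0.0829). All 850 tested loci of the table had the sign that the table gives.

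Among 10 WRKY loci that the paper lists as up-regulated, 9 were higher here and 1 was lower. Psat3g019520 had 369, 256 and 323 counts in the control libraries and 158, 176 and 149 after CO8-DA, a log2 fold change of -1.16 (standard error 0.19, edgeR adjusted p = 0.0143). The paper's Supplementary Table 2 also lists it with a negative value, -1.17. It was lower under every alternative. The paper also reports stimulation of this locus by quantitative PCR, which goes the other way and was not analysed here.

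Of the 84 listed loci, 83 were higher here and 71 were called higher by edgeR. The paper lists as up-regulated 8 loci that were tested here and not called. Psat3g160600 (edgeR adjusted p = 0.0719) and Psat5g020240 (0.0914) were called with DESeq2, at an unadjusted p and with the block by library number. Psat6g194680 (0.110) was called under the same settings and without control replicate 3. Psat5g058640 (0.101) was called under the same settings as Psat3g160600 and with the replicate block. Psat2g042000 (0.0891) and PsMAPKKK20 (Psat4g086600, 0.0768) were called with DESeq2, at an unadjusted p and with the replicate block. Psat3g028280 (0.0508) was called with DESeq2, robust estimation, upper quartile scaling, no filter, an unadjusted p, thinned libraries, the block by library number and without control replicate 1. Psat4g090880 (0.0663) was called with DESeq2 and at an unadjusted p. The paper used DESeq2, so the DESeq2 calls of these 8 loci repeat its own and add no evidence. The block by library number rests only on libraries whose number occurs in both groups.

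A further 4 listed loci fell under the filter on low counts, Psat7g050880, Psat7g177200, Psat4g080720 and Psat7g124720. They were called with DESeq2, with no filter and with a filter of 10 counts in total.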

Other observations

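The tests on the evenness of the fold changes around their median, on other splits of the libraries and on the genes that rise and fall most in control replicate 2, and the comparisons between CO8-DA libraries, were chosen only after the results were seen.

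More genes were called higher than lower. Library scaling moves all genes alike, so it would leave the fold changes even around their median. Of the tested genes with an average log2 CPM of at least 5, 98 lay more than 1 log2 unit above the median and 37 as far below, 72.6% above (exact binomial 95% interval 64.3% to 79.9%, with genes taken as independent), which argues against scaling as the whole cause. At a distance of 0.5 the numbers were 261 and 280. Of 98 called genes with an average log2 CPM of at least 5, 67 were higher, 68.4% (exact binomial 95% interval 58.2% to 77.4%). That average covers both groups, so a rise can itself lift a gene with few control counts into this set. Psat5g257040, with 25, 6 and 22 control counts, and Psat4g088560, with 25, 16 and 28, are in it. The set therefore cannot decide whether genes near zero counts in the control are the whole cause. The share of 68.4% is below the 84.2% of all calls, so low control counts may add to the excess.

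Of the 10 splits of the 6 libraries into 3 and 3, only the real split, 1 of 10, gave as many called genes. The other 9 gave 0 called genes with edgeR and between 291 and 2981 genes at an unadjusted p under 0.05, and no other tool was run on them. With 10 splits the share cannot fall under 0.1, so this count could not have excluded chance and decides nothing about it. The values answer a narrower question. Of the 666 calls of the real split, 309 held in all 6 fits that leave 1 library out. In simulated data edgeR called 7 unchanged genes beside 178 changed ones. Those counts were drawn from edgeR's own fitted dispersions, so they cannot show whether its model holds for these libraries. They leave chance in single genes open. A chance difference between the groups that many genes share is not tested by these values.

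The control libraries differ from each other along genes that respond to CO8-DA. Across 16297 genes, the difference between control replicates 1 and 3 correlated with the response measured against control replicate 2 at a Pearson r of 0.223 (bootstrap 95% interval 0.187 to 0.257, genes not being independent replicates). These control libraries have nearly equal totals, and the same comparisons between CO8-DA libraries gave -0.0700 to 0.0472, so the smaller depth of control replicate 2 is argued against as the whole cause. Whether genes responsive to CO8-DA already differ in level between control cultures in a single order is left open. The Pearson correlations of the 3 comparisons were 0.320, 0.223 and 0.126, and the lowest Spearman correlation was -0.149, for control replicate 3 minus 2, within the -0.192 to 0.183 between CO8-DA libraries.

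The genes that rise most after CO8-DA were lower in control replicate 2. For the 250 strongest risers, chosen against the control library left out of the comparison, the median log2 difference was 0.77 for control replicate 1 minus 2, 0.65 for 3 minus 2 and 0.03 for 1 minus 3. After thinning to the smallest library the difference for 3 minus 2 was 0.59 (bootstrap 95% interval 0.44 to 0.70), against at most 0.11 between CO8-DA libraries. Among genes with an average log2 CPM of at least 5 it was smaller, at 0.25 (0.17 to 0.35), against at most 0.05 between CO8-DA libraries, so depth is argued against as the whole cause. The 250 genes that fall most differed by 0.16 in control replicate 3 minus 2 (0.07 to 0.29), by -0.07 in 1 minus 2 (-0.16 to 0.06) and by -0.50 in 1 minus 3 (-0.60 to -0.42), against at most 0.14 in size between CO8-DA libraries. A weaker form of the whole response in control replicates 1 and 3 is left open by these values. A partial response of the rising genes in those cultures, or a difference in how the seedlings were handled, may remain and was not tested. Control replicate 2 was the lowest control library in 57 of the 80 tested loci that the paper lists, against 35.4% of all tested genes. Without it 59 of the listed loci were called higher.

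Loci called higher lie next to each other. Of the 511 called higher loci on chromosomes, 13.7% were followed by another, in 70 pairs, against a mean of 2.72% in 10000 random draws matched on expression (one-sided permutation over genes, p = 0.0001, the smallest these draws can give). Reads shared between neighbouring copies were tested with loci whose estimated counts are whole in all libraries. Of these, 6.91% were followed by another, against a mean of 2.02% and a maximum of 5.25% in the draws, so divided reads are argued against as the whole cause. Of 60 pairs with a description on both sides, 34 had the same one, and duplicated genes with a shared response may explain part of the pattern, which was not tested. The longest run had 6 loci, from Psat7g246160 to Psat7g246480, picked out after its values were seen.

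The 6 MAPKK loci that the paper names were tested here. EdgeR and DESeq2 called none, and at an unadjusted p under 0.05 with a log2 fold change of at least 1 none was called either. The log2 fold changes lay between -0.59 and 0.91. The upper limit is that of Psat1g131480, with 12, 3 and 1 counts in the control libraries, and it ran from 0.42 to 2.19 with 1 library left out, without a call in any of these fits. Psat1g029480 had 140, 29 and 57 counts in the control libraries and 57, 62 and 47 after CO8-DA, and its log2 fold change of -0.59 became 0.13 without control replicate 1.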
